# Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption

**DOI:** 10.18632/aging.101185

**Published:** 2017-03-04

**Authors:** Sana Siddiqui, Ana Lustig, Arnell Carter, Mathavi Sankar, Caitlin M. Daimon, Richard T. Premont, Harmonie Etienne, Jaana van Gastel, Abdelkrim Azmi, Jonathan Janssens, Kevin G. Becker, Yongqing Zhang, William Wood, Elin Lehrmann, James G. Martin, Bronwen Martin, Dennis D. Taub, Stuart Maudsley

**Keywords:** GIT2, thymic involution, aging, T cell differentiation, bioinformatics, CXCR4, metabolism, clock

## Abstract

Recent research has proposed that GIT2 (G protein-coupled receptor kinase interacting protein 2) acts as an integrator of the aging process through regulation of ‘neurometabolic’ integrity. One of the commonly accepted hallmarks of the aging process is thymic involution. At a relatively young age, 12 months old, GIT2^−/−^ mice present a prematurely distorted thymic structure and dysfunction compared to age-matched 12 month-old wild-type control (C57BL/6) mice. Disruption of thymic structure in GIT2^−/−^ (GIT2KO) mice was associated with a significant reduction in the expression of the cortical thymic marker, *Troma-I* (cytokeratin 8). Double positive (CD4^+^CD8^+^) and single positive CD4^+^ T cells were also markedly reduced in 12 month-old GIT2KO mice compared to age-matched control wild-type mice. Coincident with this premature thymic disruption in GIT2KO mice was the unique generation of a novel cervical ‘organ’, *i.e*. ‘parathymic lobes’. These novel organs did not exhibit classical peripheral lymph node-like characteristics but expressed high levels of T cell progenitors that were reflexively reduced in GIT2KO thymi. Using signaling pathway analysis of GIT2KO thymus and parathymic lobe transcriptomic data we found that the molecular signaling functions lost in the dysfunctional GIT2KO thymus were selectively reinstated in the novel parathymic lobe – suggestive of a compensatory effect for the premature thymic disruption. Broader inspection of high-dimensionality transcriptomic data from GIT2KO lymph nodes, spleen, thymus and parathymic lobes revealed a systemic alteration of multiple proteins (Dbp, Tef, Per1, Per2, Fbxl3, Ddit4, Sin3a) involved in the multidimensional control of cell cycle clock regulation, cell senescence, cellular metabolism and DNA damage. Altered cell clock regulation across both immune and non-immune tissues therefore may be responsible for the premature ‘aging’ phenotype of GIT2KO mice.

## INTRODUCTION

The thymus gland, responsible for T-cell maturation is most active during neonatal and pre-adolescent periods. Hematopoietic precursors originating from bone marrow translocate to the thymus and eventually these cells undergo a process of expansion, maturation and TcR (T-cell receptor) repertoire selection, and finally migrate to the periphery as mature T cells. Diminution in thymic size and function is a hallmark of normal aging and immunosenescence [1-4], in which the thymus begins to atrophy with gradual stromal adipose infiltration. This natural process of aging-related degeneration of the immune system exerts a significant impact upon quality of life in aged populations and increases the propensity for autoimmune diseases and cancers [5]. It is estimated that approximately 80% of aged individuals are afflicted with at least one chronic disease as a result of a declination of immune function [6]. In this respect the structural and functional degradation of the thymus is considered as one of the hallmarks of the natural aging process [6].

The thymus comprises a peripheral cortex and the central medulla that control separate maturational steps in the differentiation process from precursor cells to mature T cells. Loss of medullary and cortical definition and a disorganization of the corticomedullary junction are characteristic of the aged thymus [7, 8]. Age-related thymic involution results in the reduction of thymopoiesis which precedes T-cell related immuno-incompetence in an advanced age. Age-related thymic involution is classically associated with loss of gross structural integrity as well as disruption of multiple pathways involved in stress responses [6]. From several decades of concerted research it has become ever more clear that the ‘rate’ of somatic aging is a complex sum of multiple interconnected and synergistic molecular pathologies including mitochondrial dysfunction, alterations in nutrient sensation and metabolism, dysfunctions in tissue and DNA repair, chronic inflammation, attenuated stress responsivity and accumulated oxidative damage [9]. The aging process appears to be effectively coordinated across the whole body and the impact of these diverse molecular disruptions appears to effectively underpin virtually every form of disease-related process [10, 11]. Systemic and single cellular metabolic disruption, linked to either mitochondrial insufficiency or dysfunctional glucose uptake/transport, represents one of core features of aging as this pathophysiology can further entrain oxidative damage to lipids, nucleic acids and proteins. Given this, it is unsurprising that age-related diseases including Metabolic Syndrome/Type II diabetes mellitus (T2DM) [12], nonalcoholic steatohepatitis (NASH: [13]), cardiovascular disease [14], chronic kidney disease [15] and central neurodegenerative disorders such as Alzheimer's and Huntington's disease [16, 17] are strongly influenced by aberrant glucose metabolism.

A recent aspect of the aging/cellular damage/disease nexus is the emerging evidence demonstrating cellular clock and circadian rhythm disruption in the aging process [18]. Hence, considerable evidence now demonstrates that not only can cellular clock mechanisms regulate cellular tissue chronological aging but these mechanisms also strongly regulate the rate/extent of metabolic disruption, telomere stability and DNA damage during the aging process [19-21]. Considering this it is not surprising therefore that cellular clock functionality has now been linked to multiple age-related disorders including neurodegeneration/dementia [22], metabolic disorders such as NASH and Metabolic Syndrome [23, 24] and premature pathophysiological aging linked to attenuated DNA damage repair [25, 26]. It is interesting to note that a strong evolutionary synergy between clock genes and also proteins involved in the DDR process has been proposed [27]. With specific regards to classical mechanisms of aging it has also been demonstrated that alterations in cellular reduction-oxidation (redox) status (strongly linked to energy metabolism) triggers the transduction of light-entrained signals that regulate circadian clock gene transcription, suggesting that cellular responses to photo-oxidative stress may have been the evolutionary origin of the circadian clock [27]. Multiple intracellular signaling proteins involved in stress-responsive cascades, *e.g*. ATM, p53, MRE11, BRCA1 and CDKN2A, play important roles in both cell cycle/DDR control as well as circadian clock regulation [24, 26, 28-30]. Recently we have also demonstrated that G protein-coupled receptor (GPCR)-related signaling proteins, linked to premature aging, can also effectively connect energy metabolism, oxidative stress responses and DDR activity [31-34]. Hence, G protein-coupled receptor kinase interacting protein 2, also known as ADP-ribosylation factor GTPase-activating protein 2, (GIT2) is a G protein-coupled receptor-associated protein associated with cytoskeletal activity, receptor internalization and bone resorption [35-Wang et al, 2012]). GIT2 appears to exert a strong trophic effect upon multiple aspects of the aging process [31, 32]. GIT2 expression is highly sensitive to neurometabolic stress and cellular injury associated with oxidative damage or DNA double strand breaks, both pivotal controllers of pathological and normal aging [31-33]. In this regards we have demonstrated that GIT2 is an ATM kinase substrate that assists in the assembly of DDR complexes containing MRE11, p53 and BRCA1 – proteins that also serve a role in clock regulation. With respect to the *in vivo* accumulation of DNA damage, GIT2 knockout mice (GIT2KO) demonstrate essentially an advanced aging phenotype, as measured by the presence of phosphorylated H_2_AX histone adducts [33] indicating with respect to DNA damage accumulation these mice present a premature aging phenotype. Peripheral T cells and thymocytes also express GIT2 where it has a key role in regulating chemokine-mediated motility of thymocytes. Hence, GIT2 expression has been shown to negatively regulate T cell motility [36]. While it is clear that GIT2 may affect immune cell functionality, via control of T cell motility [36] we also asked whether, in the context of the keystone role GIT2 plays in connecting multiple age-related pathologies, classical age-related thymic involution was also affected as this process is considered one of the canonical aspects of physiological aging.

## RESULTS

### GIT2 genomic deletion affects total lifespan and alters indices of thymic functionality

Assessing age-related survival of male and female homozygous GIT2 knockout (GIT2KO) mice we found that GIT2KO males and females possessed a significantly shorter total lifespan compared to wildtype (WT) controls (males, p=0.0118; females, p=0.0225) (Figure 1A). The longitudinal mortality rate was accelerated in GIT2KO (male and female) compared to WT controls: in this context the males demonstrated a faster longitudinal rate of expiration compared to the females (Figure 1B). With this strong distinction in mortality rate in male GIT2KO mice we then chose to assess whether there was an alteration in the rate of thymic degradation in these males compared to WT male controls. We analyzed the presence of thymic progenitor cells, a proxy of thymic function, using FACS analysis at early time points linked to good health (*i.e*. 3 months of age, zero mortality) and also at a timepoint in which male GIT2KO mice first demonstrate a profound divergence in mortality rate compared to WT controls (*i.e*. 12 months of age, Figure 1B). A representative FACS output image of thymic progenitors (CD25/c-Kit) is shown for 3 (Figure 1C) and 12 months of age (Figure 1D). At 3 and 12 months of ages, Lin^-^ cells were significantly reduced (Figure 1E), as were ETPs (early thymic progenitors: Figure 1F), DN2 (Figure 1G), DN3 (Figure 1H) and DN4 (Figure 1I) in GIT2KO mice compared to similarly-aged-matched WT controls. We also assessed DP and CD4^+^, CD8^+^ cell counts in the GIT2KO mice. DP and CD4^+^ cell counts were significantly reduced at 12 months in GIT2KO mice (Figure 1J-K) compared to WT (Figure 1J-K). A non-significant trend of reduced CD8^+^ cells at 12 months of age in GIT2KO mice was noted (Figure 1L). To assess whether reductions in GIT2KO thymic DP and CD4^+^ cells were linked to apoptosis-related activity we measured thymic transcript levels of Bcl-xL, Bim, Bax, Bid and Caspase 3 (Figure S1). Pro-apoptotic GIT2KO Bid expression was not significantly altered in GIT2KO mice at either 3 or 12 months of age (Figure S1A). Caspase-3 transcript levels were consistently, albeit in a non-significant manner, lower at both time points in the GIT2KO mice compared to WT mice (Figure S1B). Bax expression was significantly reduced in 12 month-old GIT2KO mice compared to controls (Figure S1C). Anti-apoptotic Bcl-xL and Bim transcript levels were significantly reduced in 12 month-old GIT2KO thymocytes (Figure S1D, E). Therefore GIT2 deletion appears to attenuate cell support in the thymus, without the excessive induction of pro-apoptotic activity.

**Figure 1:**
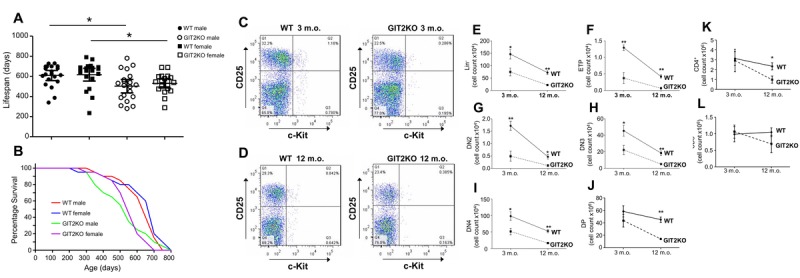
Genomic deletion of GIT2 attenuates overall murine lifespan and alters thymic T cell functionality Male and female GIT2KO overall lifespan was assessed through comparison to control wild type (WT) littermates (**A**). Survival curve analysis of GIT2KO and WT mouse cohorts across their lifespan (**B**). Representative FACS images of a male WT and GIT2KO thymus at (**C**) 3 and (**D**) 12 months of age. The x-axes show increasing c-Kit positive and the y-axes, increasing counts of CD25^+^ cells. Quadrant 3 (Q3) (bottom R) indicates ETPs (Lin^-^c-Kit^+^CD25^-^), Q2 (top R) indicates DN2 (Lin^-^c-Kit^+^CD25^+^), Q1 (top L) indicates DN3 (Lin^-^c-Kit^-^CD25^+^) and Q4 (bottom L) indicates DN4 cells (Lin^-^c-Kit^-^CD25^-^). Significant age- and GIT2KO-dependent changes (compared to WT) in Lin^-^ (**E**), ETP (**F**), DN2 (**G**), DN3 (**H**) and DN4 (**I**) cell counts. GIT2KO mice also demonstrate GIT2KO mice demonstrate significant decreases in DP (**J**) and CD4^+^ (**K**) cell counts at 12 months of age compared to WT. A non-significant trend for a similar reduction in CD8^+^ cell counts (**L**) in GIT2KO thymus compared to WT at 12 months of age was observed. Values indicated are mean ± SEM (standard error of mean). WT data are indicated in this and analogous figures with solid lines, GIT2KO data with dashed lines. Months of age is abbreviated to m.o. *p<0.05, **p<0.01.

We determined the status of recent thymic emigrant cell numbers from CD31^+^/CD31^-^ ratios in the spleen (Figure S2). Compared to WT, splenic GIT2KO CD8^+^CD31^+^ and CD4^+^CD31^+^ cell counts were significantly reduced at both 3 months of age (Figure S2A, B): a distinction missing at the 12 month timepoint. GIT2KO CD8^+^CD31^-^ and CD4^+^CD31^-^ cell counts were both similar to WT at 3 months of age but only CD4^+^CD31^-^ counts were significantly elevated in GIT2^−/−^ compared to WT at 12 months (Figure S2C, D). In contrast the ratios of GIT2KO CD8^+^: CD31^+^/CD31^-^ or CD4^+^: CD31^+^/CD31^-^ were both significantly lower than those found in WT mice at the 12 month timepoint (Figure S2E, F). With respect to the status of circulatory white blood cells (WBCs) no significant differences between GIT2KO or WT mice at either time-point (Figure S2G, H) were observed: a trend of reduced levels in GIT2KO mice at both 3 and 12 months of age was evident. Circulating lymphocyte percentages and total cell counts were consistently reduced in GIT2KO mice, at 3 (significant) and 12 (non-significant) months of age, compared to WT (Figure S2I-L). To further investigate the age-dependent alterations in GIT2KO immune cellular status, we investigated bone marrow (BM) cell lineages. We assessed BM cell counts of Lin^-^CD127^+^, Lin^-^CD127^-^, LSK (Lin^-^Sca1^+^c-Kit^+^), LK (Lin^-^Sca1^-^c-Kit^+^) and CLPs (common lymphoid progenitors) (Figure S3). Levels of Lin^-^CD127^+^, Lin^-^CD127^-^ and CLPs were similar between WT and GIT2KO mice between 3 and 12 months of age (Figure S3A-C). In contrast we found an aging-specific elevation of BM LSK (Figure S3D) and LK cells (Figure S3E) in GIT2KO mice compared to WT (FACS insets for 12 month WT: Figure S3F and GIT2^−/−^: Figure S3G, LSK/LK counts). This age-dependent accumulation of LSK/LK cells in the GIT2KO BM may be associated with reduced cell motility [36] as GIT2 functions as a regulator of cytoskeletal remodeling [37]. Chemotactic targeting is also crucial for BM progenitor thymic transition. We found an age-induced decline of transcript expression in the bone marrow of GIT2KO mice for chemokine receptors involved in thymic seeding (CCR7, CCR9, CXCR4: Figure S3H-J).

**Figure 2:**
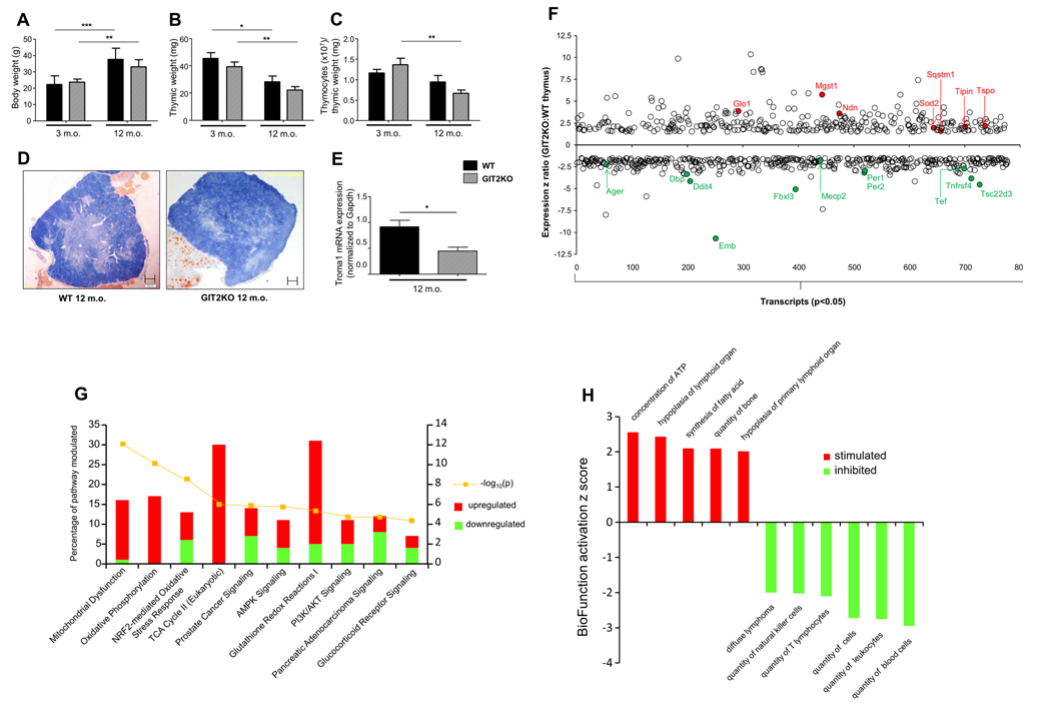
Thymic structural dysregulation in GIT2KO mice Significant age-dependent bodyweight variations observed between WT and GIT2KO mice (**A**). Thymic weight was reduced for all mice with increasing age (**B**) while only GIT2KO thymocytes, normalized to thymic weight, were reduced with age (**C**). Compared to age-matched 12 month old WT mice (left image panel) gross cortico-medullary thymic structure was disrupted in GIT2KO (right panel) mice (**D**: original magnification: 4x. Scale bar: 200 μm). Troma-I transcript expression is significantly reduced in GIT2KO thymus at 12 months of age compared to WT controls (**E**). WT and GIT2KO histogram data is indicated by black and lined bars respectively: mean ± SEM is indicated on each histogram. Months of age is abbreviated to m.o. *p<0.05, **p<0.01, ***p<0.001. Significantly-regulated (p<0.05) transcripts differentially expressed in GIT2KO versus WT thymus are indicated – specifically highlighted up- (red) or down-regulated transcripts are denoted by their official Gene Symbol (**F**). Ingenuity Pathway Analysis (IPA) Canonical Signaling Pathway analysis of transcripts differentially and significantly regulated (% of transcripts in pathway - upregulated in red, down-regulated in green are shown) between 12 month old GIT2KO and WT thymus (Top 10 enrichment probability pathways indicated: yellow line indicates pathway enrichment probability) (**G**). IPA BioFunction Z score activation analysis was performed on significantly-regulated differential transcripts from GIT2KO thymus compared to WT (Top 10 activation Z-score BioFunctions indicated) (**H**). Pathways/BioFunctions were only considered significantly populated with >2 transcripts at a *p* value of <0.05. Transcript arrays were performed in triplicate.

**Figure 3:**
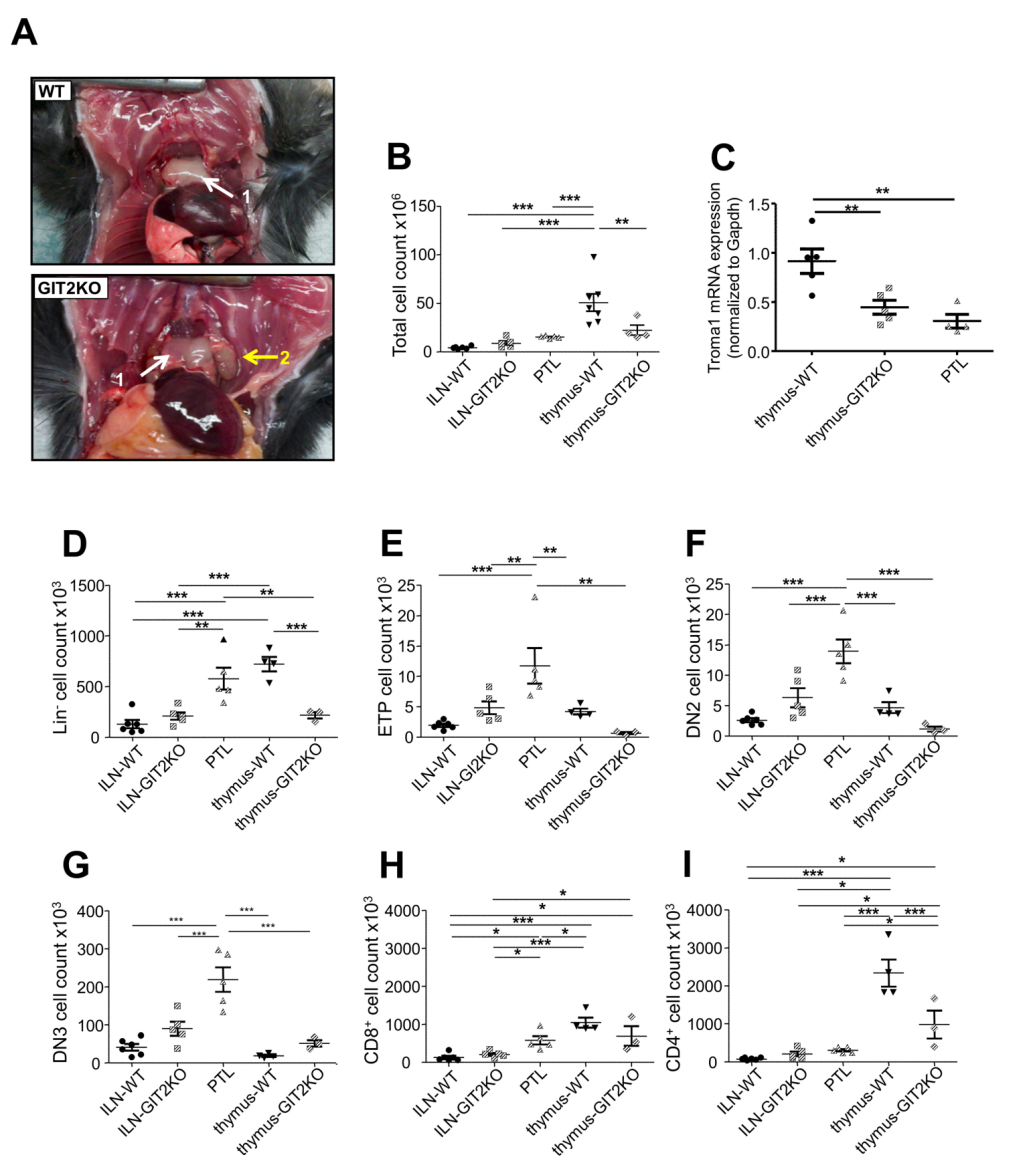
Development of idiosyncratic parathymic lobes in GIT2KO mice Large parathymic lobes (PTLs) were consistently observed in 12 month old GIT2KO mice only (**A**: 1-thymus, 2-PTL). Total cell count data measured in WT and GIT2KO inguinal and mesenteric lymph nodes (ILN and MLN respectively), thymus and PTLs (GIT2KO only) (**B**). (C) PTLs express significantly lower Troma-I expression compared to WT or GIT2KO thymus (**C**). PTLs also demonstrate significantly-distinct patterns (compared to WT and GIT2KO thymus, ILN and MLN) of total counts for Lin^-^ (**D**), ETP (**E**), DN2 (**F**) and DN3 (**G**) T cell precursors, as well as for CD8^+^ (**H**) and CD4^+^ (**I**) cells. All values indicated are mean ± SEM. For histograms WT data are represented by solid black objects, with GIT2KO data represented by lined objects. Months of age is abbreviated to m.o. *p<0.05, **p<0.01, ***p<0.001.

### GIT2KO mice exhibit early-onset physical thymic disruption

In line with the attenuated support of thymocyte function (Figure 1, S1), we next investigated the structural integrity of the thymus itself. WT and GIT2KO mice possessed similar body weights at 3 and 12 months (Figure 2A). As expected with advancing age total thymic weights were reduced in WT and GIT2KO mice from 3 to 12 months (Figure 2B) – at both time points however GIT2KO thymi were smaller than WT. An age-dependent significant decrease in thymocyte cell counts (normalized to thymic weight, *i.e*. thymocyte ‘density’) was only evident for GIT2KO mice (Figure 2C). Histologically we found that at the one year time point GIT2KO thymi failed to demonstrate a strongly-delineated cortex compared to WT mice (Figure 2D). Indicative of this cortical failure in GIT2KO thymi we found that thymic Troma-I/cytokeratin 8 (thymic cortical marker) gene expression (Figure 2E) was significantly lower compared to WT controls. 

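Thymus RNA from 3 GIT2KO and 3 WT mice, all 12 months old, was measured on Illumina MouseRef-8 bead arrays, and 1 WT sample has a repeat array. Mean signal was 476–506 on the GIT2KO arrays and 343–513 on the WT arrays, with 50.3–50.8% and 48–51.5% of probes detected. The authors z-transformed the log10 signals of each array and called transcripts by Z ratio and a p for which they state no adjustment. Work here starts from the deposited non-normalized signals and their detection p values. The signals were background-corrected and quantile-normalized with neqc, put on a log2 scale, and the repeat array was averaged with the first. All 27 samples of the study, 9 groups of 3, went into 1 limma fit, so that the spread of each probe was estimated over every group. Probes detected on at least 3 samples were tested, and p values were adjusted by Benjamini-Hochberg over these 15053 probes at a threshold of 0.05. Each gene is given by its tested probe with the highest mean signal. Gene lists were tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the samples. These choices were fixed before the data were examined. Git2 itself was at 6.48 ± 0.28 in GIT2KO and 8.44 ± 0.06 in WT thymus (log2 signal, ± SD, n = 3), adjusted p = 1.51e-05, and all 3 of its probes were lower.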

To assess global GIT2KO molecular signaling alterations in the thymus we performed unbiased transcriptomic analysis of 12 month-old GIT2KO mice compared to WT controls. 

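A large part of the messages measured in the 12-month thymus differs between GIT2KO and WT mice, and genes of fat tissue are among the largest rises. Thrsp, a regulator of fat synthesis, rose by a log2 difference of 4.38 (SE 0.8), and Ucp1, the uncoupling protein of brown fat mitochondria, rose by 3.85 (SE 0.59). The lipid droplet protein Cidea rose by 3.69 (SE 0.82) and the muscle and brown fat subunit Cox7a1 of cytochrome oxidase by 3.21. H2-Bl, an MHC class I gene, was undetected in WT thymus and at least 18.3-fold higher in GIT2KO thymus. Thumpd1, a tRNA modification factor, was undetected in GIT2KO thymus and at least 24.5-fold lower. H2-Bl and Thumpd1 each lie near another gene that differs in thymus, both lymph nodes and spleen. Variant chromosome segments that the genotypes do not share are therefore not excluded for them. In limma, 1349 transcripts rose and 1266 fell, and 473 and 249 of them did so by over 2-fold. Over all tested transcripts, called or not, 39.5% had no overlap between the 3 GIT2KO and the 3 WT values, where chance alone gives 10%. Of 17 adipocyte markers, 15 rose over all genes and 17 when adjusted over the list alone, with a median log2 difference of 2.31. Camera gave adjusted p = 3.81e-11 for these markers, and adjusted p = 0.315 with an estimated correlation. The number of called transcripts falls to 334 with the mean of the adipocyte markers as a covariate, and to 1276 without WT replicate 3. The adipocyte means of the 2 genotypes do not overlap in thymus, so this covariate also takes away much of any genotype effect.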

Commensurate with the profound structural effects of GIT2 deletion on gross thymic integrity we found that 777 transcripts from the GIT2KO mice were differentially regulated compared to WT (331 up-, 446 down-regulated, p<0.05; Figure 2F; Table S1). The most down-regulated transcripts in GIT2KO thymi included genes regulating: age-related stress responses (Ager [38]); T cell survival/regulation (Tsc22d3 [39]); structural integrity of tissues (Emb [40]); T cell autophagy (Ddit4 [41]); T cell expansion and differentiation (Tnfrsf4 [42]); susceptibility to thymic DNA damage (Mecp2 [43]) and cell cycle clock regulation/circadian rhythms (Fbxl3 [44], Dbp [45], Tef [46], Per1 and Per2 [47, 48]). 

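Genes that carry the output of the circadian clock are lower in the GIT2KO thymus, and so are 2 genes that glucocorticoids induce. Dbp, a clock-driven transcription factor, was at 9.46 ± 0.24 in GIT2KO and 10.57 ± 0.05 in WT thymus (log2 signal, ± SD, n = 3; limma adjusted p = 0.000801). Its relative Tef fell by 1.16 (SE 0.2, adjusted p = 0.000462), and the clock repressors Per1 and Per2 fell by 1.18 and 1.24 (adjusted p = 0.00191 and 5.09e-06). Tsc22d3, a glucocorticoid-induced brake on T cell activation, fell by 1.41, and Ddit4, a stress-induced inhibitor of mTORC1, by 1.31. Tnfrsf4, the costimulatory receptor OX40 of activated T cells, fell by 1.49, and Ager, the receptor for glycated proteins, by 0.97. Emb, an adhesion protein that assists lactate transporters, was at 4.61, 10.58 and 4.61 in the 3 GIT2KO thymi against 10.82 ± 0.29 in WT, and its log2 difference of −4.22 did not pass (adjusted p = 0.0729). Of 18 clock genes, 6 fell and 1 rose over all genes, and 7 fell and 1 rose when adjusted over the list alone. The clock list has a median of −0.4 and adjusted p = 0.00191 in camera, and adjusted p = 0.159 with an estimated correlation. Glucocorticoid-induced genes, 5 down and 1 up of 17 (6 and 1 over the list alone), have a median of −0.26 and do not pass as a list (adjusted p = 0.0884). The study chose several of these genes on the same samples, so the lists are not independent evidence. The second probes of Tsc22d3 and Per2 were lower by 0.42 and 0.48 without passing (adjusted p = 0.375 and 0.155).

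**Figure D1:**
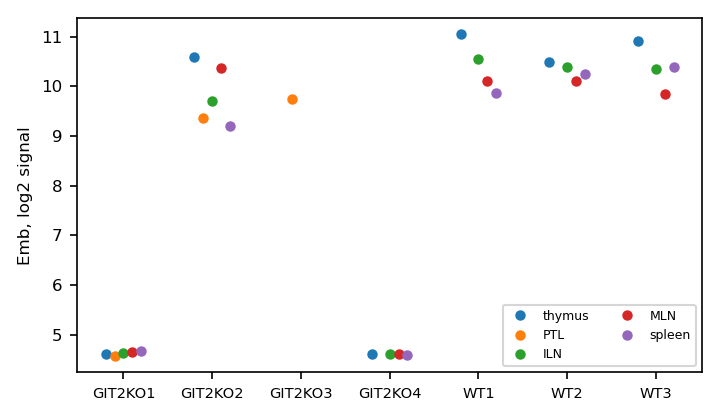
Emb signal in every sample, by animal. Thymus, ILN, MLN and spleen of GIT2KO1 and GIT2KO4 lie at 4.6–4.68, those of GIT2KO2 at 9.2–10.58.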

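Glo1, Sod2 and Mgst1, single enzymes that act on reactive aldehydes, oxygen radicals or their products, are more expressed in the GIT2KO thymus than in the WT thymus. Glo1, which removes methylglyoxal, was at 12.1 ± 0.15 in GIT2KO and 10.77 ± 0.2 in WT (log2 signal, ± SD, n = 3; limma adjusted p = 3.9e-08). Sod2, the superoxide dismutase of mitochondria, rose by 0.9 (SE 0.17, adjusted p = 0.00133). Mgst1, a membrane glutathione transferase, rose by 2.04 (SE 0.34, adjusted p = 0.000311), while the related Mgst2 fell by 2.56. Glo1 and Mgst2 each lie near another gene that differs in thymus, both lymph nodes and spleen. Variant chromosome segments that the genotypes do not share are therefore not excluded for them. The growth suppressor Ndn rose by 1.36, the mitochondrial membrane protein Tspo by 0.55 and the autophagy receptor Sqstm1 by 0.58 (adjusted p = 0.007, 0.0256 and 0.0377). Tipin, which protects replication forks, was higher by 0.69 and did not pass (adjusted p = 0.123). The mean of the adipocyte markers was 9.15–10.79 in the 3 GIT2KO thymi and 6.3–8.47 in the 3 WT thymi.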

Many of the thymic transcripts up-regulated in GIT2KO thymi are associated with: advanced aging (Glo1 [49]; Sod2 [50]; Mgst1 [51]; Ndn [52]; mitochondrial pathophysiology (Tspo [53]); DNA damage responses (Tipin [54]); autophagy suppression linked to thymic disruption (Sqstm1 [55]) (Figure 2F). We assessed the actual protein expression in GIT2KO thymus (compared to WT control) for multiple significantly altered transcripts (Glo1, Sod2, Per1, Ager: Figure S4A). For each of these factors our microarray data was reproduced at the level of protein expression. In addition, through *in vitro* siRNA-mediated attenuation of GIT2 expression in cultured Jurkat cells resulted in the modulation of multiple factors (Glo1, Cav1, Vdac3 – upregulated; Per1, Mgst2, Tef – downregulated: Figure S4B) in a similar manner indicated by our transcriptomic array data (see Supplementary Data).

**Figure 4:**
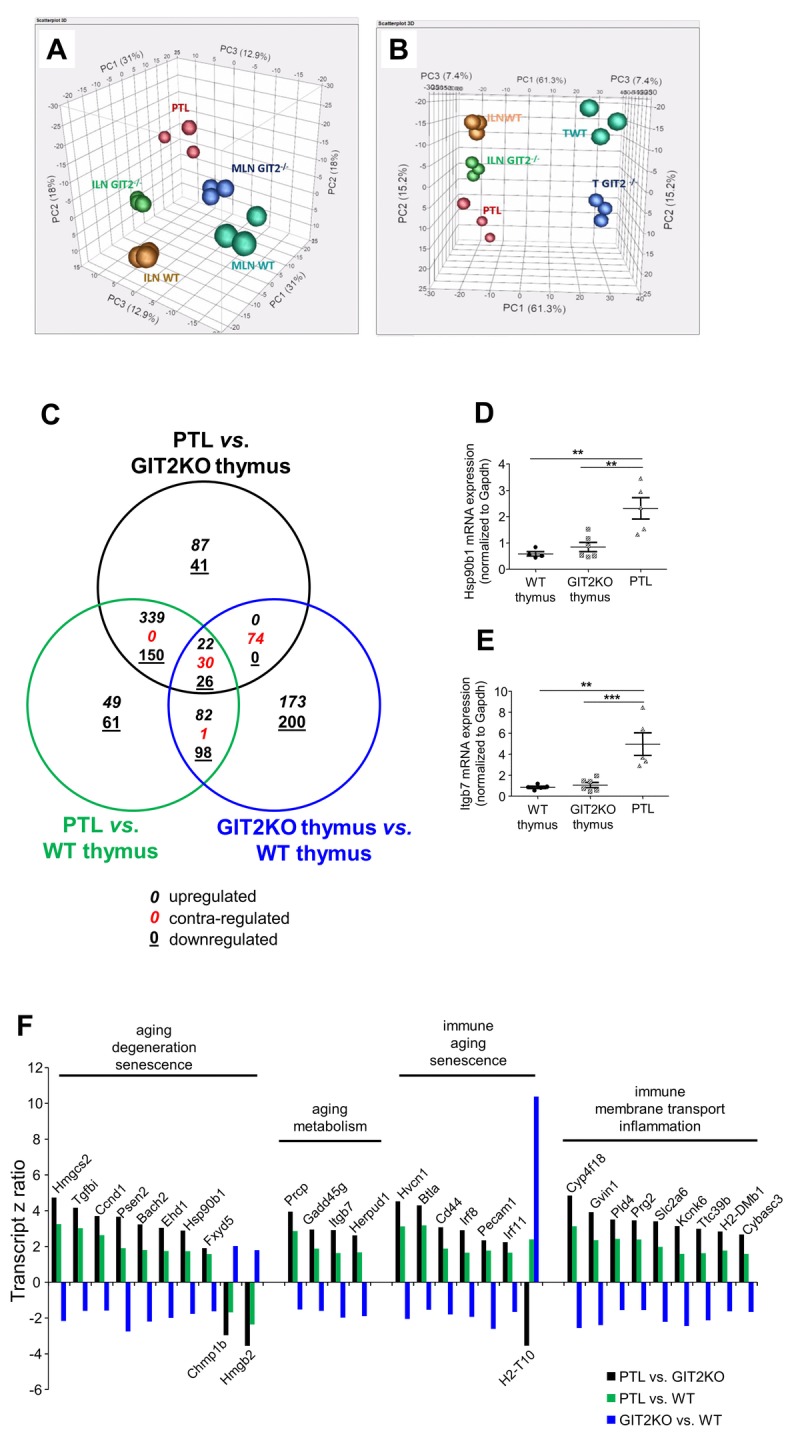
Transcriptomic analysis of GIT2KO parathymic lobes Principal component analyses were performed upon transcriptomic data from thymus (WT thymus = TWT; GIT2KO thymus = T GIT2^−/−^), WT/GIT2KO ILN and MLN, as well as PTLs from GIT2KO mice. PTL transcriptome data separates with PCA from ILN and MLN from both WT and GIT2KO mice (**A**). PTLs share component 2 with GIT2KO thymi and component 1 with WT and GIT2KO ILN (**B**). Venn diagram analysis of significantly-regulated transcripts generated by the following tissue transcriptome comparisons: GIT2KO PTLs *vs*. GIT2KO thymus (black circle); GIT2KO PTL *vs*. WT thymus (green circle); GIT2KO thymus *vs*. WT thymus (blue circle). For the Venn diagram numbers in italics represent upregulated transcripts, underlined numbers represent downregulated transcripts, red numbers represent transcripts possessing diverse expression polarities (**C**). RT-PCR validations of selected PTL transcripts Hsp90β1 (**D**) and Itgb7 (**E**: **p<0.01, ***p<0.001). Transcriptomic z ratios of 30 common and coherently regulated (same expression polarity across three Venn sectors) transcripts generated from Venn separation of PTL-associated transcripts (**F**).

At the functional signaling pathway level (Figure 2G, Table S2) GIT2KO thymic transcriptomes possessed significant alterations in (i) energy metabolism (‘*mitochondrial dysfunction*’, ‘*oxidative phosphorylation*’, ‘*TCA cycle’, ‘AMPK signaling’)* and (ii) oxidative stress resistance pathways (‘*NRF2-mediated oxidative stress response*’, ‘*Glutathione redox reactions*’, ‘*PI3K/AKT signaling’*, ‘*Glucocorticoid Receptor Signaling’*); both processes strongly implicated in the advanced aging process [31, 56, 57]. 

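Genes of mitochondrial respiration are more expressed in the GIT2KO thymus, and genes of the AMPK pathway do not move together. Among the respiratory genes the succinate dehydrogenase subunit Sdhb rose by a log2 difference of 1.16, the complex I subunits Ndufb6 and Ndufa12 by 1.15 and 1.13, and the ATP synthase subunit Atp5o by 1.11. In the TCA cycle, fumarase Fh1 rose by 1.23 and the isocitrate dehydrogenase subunit Idh3a by 1.22. Me1, which makes NADPH, rose by 1.69 and the glutathione transferase Gstm1 by 1.2. Within the AMPK list the fatty acid synthesis enzyme Acaca rose by 2.02 and the fat and muscle glucose carrier Slc2a4 by 1.5, while the regulatory subunit Prkag2 and the AMPK kinase Stk11 fell by 1.19 and 0.81. The adipocyte markers moved with the respiratory genes, and oxidative phosphorylation means were 10.77–11.09 in GIT2KO and 10.27–10.48 in WT thymus samples. Of 67 oxidative phosphorylation genes, 35 rose and 1 fell (45 and 1 when adjusted over the list alone), with a median of 0.5 and adjusted p = 6.26e-18 in camera, and adjusted p = 0.315 with an estimated correlation. Housekeeping genes had a median of 0.47 in the same samples, with 3 of 5 up. Of 15 TCA cycle genes 9 rose (11 over the list alone), median 0.65, adjusted p = 1.67e-05, and adjusted p = 0.315 with an estimated correlation. Glutathione and NRF2 target genes, 10 up and 3 down of 33 (13 and 3 over the list alone), have a median of 0.25 and adjusted p = 0.00879, and adjusted p = 0.547 with an estimated correlation. AMPK genes, 2 up and 3 down of 16 in either count, have a median of −0.03 and adjusted p = 0.756. With the adipocyte covariate 1 oxidative phosphorylation gene still rises. The list then has a median of 0.21 (median SE 0.21) and still passes in camera (adjusted p = 0.000445). This covariate also takes away much of any genotype effect, because the adipocyte means of the 2 thymus groups do not overlap.

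**Figure D2:**
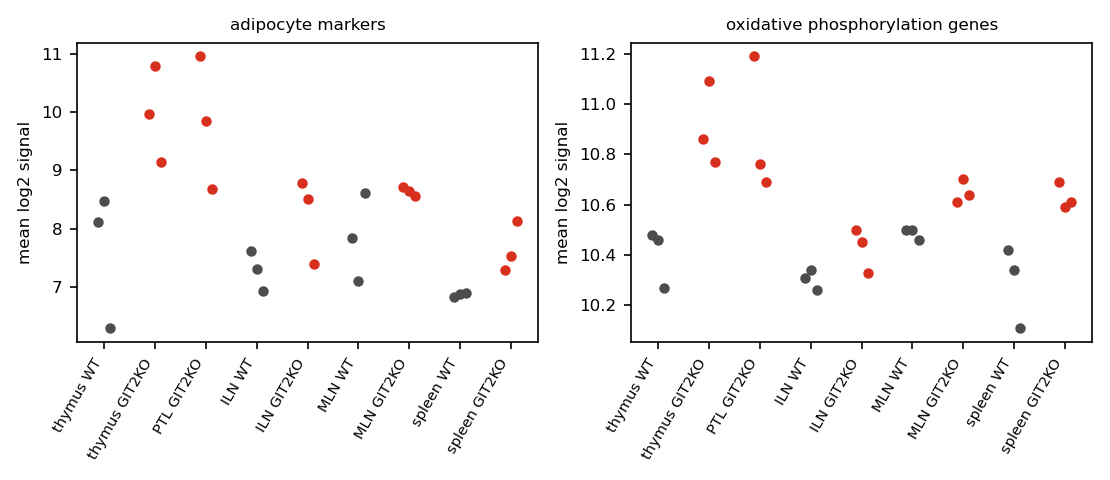
Mean log2 signal of adipocyte markers and of oxidative phosphorylation genes in each of the 27 samples, GIT2KO in red and WT in grey. The adipocyte mean of WT thymus replicate 3 is 6.3 and that of GIT2KO thymus replicate 2 is 10.79.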

Reinforcing our pathway analysis we also assessed IPA BioFunction predictions (Table S3) generated using the significantly-affected, compared to WT controls, GIT2KO thymus transcriptomic data. Upon inspection of the predicted stimulation or inhibition of these BioFunctions (generated using the input GIT2KO vs. WT thymus data) a strong pattern of immunological depression was evident, *i.e*. stimulation of ‘*hypoplasia of lymphoid organ’* and *‘hypoplasia of primary lymphoid organ’* with a simultaneous inhibition of ‘*quantity of lymphocytes*’, ‘*quantity of mononuclear leukocytes*’, ‘*quantity of leukocytes*’ and ‘*quantity of blood cells*’ (Figure 2H, Table S3).

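Lists of mature T cell and B cell markers pass downward in the GIT2KO thymus at the preset correlation alone. Lists of double-positive thymocyte and cortical epithelium markers do not pass. The inhibitory receptor Ctla4 fell by a log2 difference of 1.66 and the homing integrin Itgb7 by 0.72. The adhesion receptor Cd44 fell by 0.76 by 1 of its 3 probes, and the others, at −0.56 and 0.1, did not pass (adjusted p = 0.0954 and 0.715). Siglech, a receptor of plasmacytoid dendritic cells, fell by 1.72. Of the double-positive thymocyte markers, the water channel Aqp11 fell by 1.83 and the lipid-presenting Cd1d1 by 1.27. The paper predicts fewer lymphocytes and a smaller lymphoid organ from its list of changed transcripts, and describes these predictions as a pattern of immunological depression. Its cell counts, thymus weights and histology are separate evidence. The quantile-normalized signals used here give relative amounts of RNA and no cell numbers. Of 16 mature T cell markers 5 fell (6 when adjusted over the list alone), median −0.41, adjusted p = 0.00434 in camera, and adjusted p = 0.357 with an estimated correlation. Of 16 B cell markers 2 fell (3 over the list alone), median −0.36, adjusted p = 0.0337, and adjusted p = 0.727 with an estimated correlation. In 7 of 10 splits of the 6 thymus samples, the real one included, at least as many lists passed at the preset correlation. Passing there is therefore weak support. Double-positive thymocyte markers, 2 down of 16, have a median of −0.01 and adjusted p = 0.805, and cortical epithelium markers, 0 of 9, have −0.01 and adjusted p = 0.73. Early T cell progenitor markers, 1 up and 2 down of 15 (1 and 4 over the list alone), have a median of −0.45 and do not pass in camera (adjusted p = 0.121), while they pass in fry (adjusted p = 0.0294). The median of the B cell markers turns to 0.04 with the mean of the adipocyte markers as a covariate, which also takes away much of any genotype effect.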

### Early-onset thymic disruption engenders cervical parathymicand DN3 cell count lobe development in GIT2KO mice

In addition to alterations in gross thymic structure/functionality (Figure 2) in GIT2KO mice at 12 months these mice specifically at this timepoint presented novel large ‘parathymic lobes’ (PTLs: Figure 3A). We hypothesized these novel organs could represent modified lymphoid tissues, induced in-part as a compensatory mechanism for T cell development by the early-onset deterioration of the GIT2KO thymus. Cellular analysis of the extracted GIT2KO PTL tissues revealed similar total cell counts compared to inguinal lymph nodes (ILNs) from WT or GIT2KO mice, as well as GIT2KO thymic tissue (Figure 3B). PTLs however demonstrated significantly-reduced cell counts compared to WT thymic tissue (Figure 3B). Similar to the disrupted GIT2KO thymus, PTLs exhibited significantly reduced Troma-I/cytokeratin 8 transcript expression levels (Figure 3C). Assessing the immune cell lineages in these GIT2KO-specific PTLs, we found that PTLs possessed similar levels of Lin^-^ cells as WT thymi (Figure 3D). This PTL Lin^-^ level was significantly greater than that of GIT2KO thyme or WT/GIT2KO ILNs. GIT2KO PTL tissues demonstrated ETP, DN2 and DN3 cell counts significantly greater than any ILNs or thymi of WT or GIT2KO origin (Figure 3E-G). With respect to the levels of CD8^+^ (Figure 3H) or CD4^+^ (Figure 3I) cells PTLs possessed counts similar to those seen in WT or GIT2KO ILNs as opposed to the CD8^+^/CD4^+^ count levels seen in WT or GIT2KO thymi. Therefore it appears that the GIT2KO PTLs represent, at a functional level, a ‘*pseudo-thymus’* (*e.g*. Lin^-^ cell counts) potentially from a lymph node origin (*e.g*. CD8^+^/CD4^+^) that still possesses some degree of unique functional nature (*e.g*. ETP/DN2/DN3 counts).

### Transcriptomic characterization of GIT2KO cervical PTLs

To gain an unbiased and comprehensive appreciation of the functional nature of the novel GIT2KO PTL organs we analysed the relative transcriptomic expression patterns present in PTLs and compared these to *i*) inguinal and mesenteric lymph nodes (ILNs and MLNs respectively) and *ii*) thymi of WT and GIT2KO mice. 

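Parathymic lobes were arrayed from 3 GIT2KO mice, and 2 of these animals also gave a thymus sample. The sample labels call this tissue extra lymph nodes. It was taken as the PTL because both are found in GIT2KO mice only. Z ratios recomputed from these samples correlate at 1 with the paper's PTL lists. The lobes were set beside ILN and MLN of GIT2KO and WT mice and beside both thymi, with 3 samples in each group. Mean signal was 277–485 on the PTL arrays, 348–458 on GIT2KO and 366–453 on WT ILN arrays, and 497–579 on GIT2KO and 328–591 on WT MLN arrays. Detected probes made up 48.4–50.9% on PTL, 48.6–50.7% and 47.3–50.6% on ILN, and 49.7–50.5% and 48–50.4% on MLN arrays. The authors used principal components, Z ratios of PTL over each thymus, and a Venn comparison of 3 lists. Starting from the non-normalized signals, principal components were taken from the log2 values of all tested probes, centred per probe. PTL were compared with each thymus in the same limma fit, without pairing by animal, because only 2 of the animals are shared. The 3 comparisons of the Venn diagram use the same 9 samples, and PTL minus WT thymus is by arithmetic the sum of PTL minus GIT2KO thymus and GIT2KO minus WT thymus.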

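Parathymic lobes stand apart from inguinal and mesenteric nodes in their global expression, by a second axis on which all other groups lie lower. On component 2 the PTL were at 33.4 ± 11.8 (± SD, n = 3), GIT2KO ILN at 5.35, GIT2KO MLN at −7.72, WT ILN at −10.8 and WT MLN at −20.2. On component 1 the PTL, at −10.9 ± 15.6, lay between GIT2KO MLN at −30.4 and GIT2KO ILN at 10.9. WT MLN had a mean of −9.05 ± 27.8 there, from samples at 5.03, −41.1 and 8.9. The brown fat gene Ucp1 is among the messages that part the lobes from the nodes. It was undetected in the GIT2KO nodes, and in PTL at least 44.9-fold higher than in ILN and at least 45.5-fold higher than in MLN. The adipocyte mean of PTL replicate 3, at 8.68, lay within the 7.39–8.78 of the GIT2KO nodes. The first 3 components hold 31.9%, 17.3% and 12.5% of the variance. The mean distance between PTL samples was 40.2 and that to samples of other groups 59.6, and for 3 of 3 PTL the nearest sample was another PTL.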

Using Principal Component Analysis (PCA), we found that global PTL transcriptomic data clustered independently of peripheral lymph nodes (ILN/MLN) from either WT or GIT2KO mice (Figure 4A). 

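Set beside thymus and inguinal nodes, the lobes lie close to the nodes on the axis that parts the tissues, and close to the GIT2KO thymus on the axis that parts the genotypes. Component 1 placed PTL at −35.7 ± 3.44 (± SD, n = 3), GIT2KO and WT ILN at −47.4 and −47.2, and GIT2KO and WT thymus at 68.1 and 62.2. With ILN set to 0 and GIT2KO thymus to 1, the PTL position on this component was 0.101 ± 0.0298. Component 2 placed PTL at −30.1 ± 16.7 and GIT2KO thymus at −25.8, while GIT2KO ILN lay at −2.76, WT ILN at 27.5 and WT thymus at 31.1. Component 1 thus parts the tissues, and component 2 parts GIT2KO from WT within the thymus and within the ILN. In PTL 1, 2 and 3 component 2 was −45.1, −33 and −12.1, with adipocyte means of 10.96, 9.85 and 8.68. These means were 9.15–10.79 in GIT2KO thymus and 7.39–8.78 in GIT2KO ILN. Genotype and fat content are therefore not told apart for the place of PTL on component 2. Component 1 holds 61.8% and component 2 15.4% of the variance. Scaling every probe to unit variance moves the PTL position to 0.0673.

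**Figure D3:**
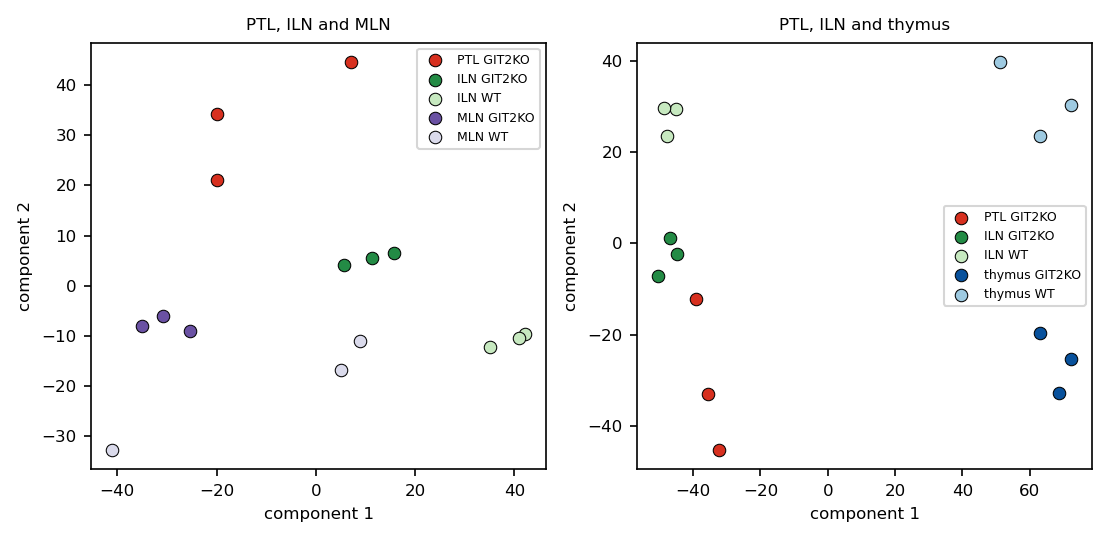
Samples on the first 2 principal components, without (left) and with (right) the thymus. PTL replicate 3 lies furthest along component 2 on the left, at 44.7.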

With a more targeted PCA, comparing thymus and ILNs from WT/GIT2KO with the PTLs, we found that PTLs shared one component (PC2) with ILN data, regardless of genotype, while sharing one component with GIT2KO thymic data (PC1) (Figure 4B). To analyze the differences in significantly-altered transcripts between PTLs and WT or GIT2KO tissues we performed multiple pair-wise transcriptomic comparisons. We compared significantly-regulated PTL transcriptomic expression patterns to those in both GIT2KO thymus (Table S4) and WT thymus (Table S5). 

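Against the GIT2KO thymus the lobes express a B cell and lymph node program, and have lower messages of double-positive thymocytes and thymic cortex. Cd79a and Cd22, parts of the B cell receptor complex and its brake, rose by log2 differences of 3.4 and 3.77, and the B cell IgE receptor Fcer2a by 4.43. Glycam1, a ligand of high endothelial venules, rose by 7.17, the follicle chemokine Cxcl13 by 5.24, and the lymphatic endothelium receptor Lyve1 by 4.32. Marginal and sinus macrophage receptors rose too, Cd209b at least 61.8-fold and Marco by 5.36. Rag1, which recombines antigen receptor genes, fell by 6.59 and Dntt, which adds nucleotides to their joints, at least 37.6-fold. Krt8, a keratin of thymic epithelium, fell at least 86.4-fold, and Ccl25, the chemokine of thymic cortex, by 6.65. In limma 2906 transcripts rose and 3238 fell against GIT2KO thymus, and 3430 rose and 3671 fell against WT thymus. No overlap between the 3 and 3 values was found for 49.9% and 53% of all tested transcripts, where chance gives 10%. All 16 B cell markers rose against GIT2KO thymus, median 3.13, adjusted p = 6.08e-16 in camera, and adjusted p = 0.0519 with an estimated correlation. Of 16 lymph node stroma and endothelial venule markers 12 rose and 1 fell (13 and 1 over the list alone), median 2.12, adjusted p = 1.58e-09, and adjusted p = 0.00752 with an estimated correlation. Of 16 double-positive thymocyte markers 15 fell (16 over the list alone), median −2.24, adjusted p = 9.41e-18, and adjusted p = 1.09e-05 with an estimated correlation. Of 9 cortical epithelium markers 7 fell in either count, median −2.74, adjusted p = 4.36e-08, and adjusted p = 0.0169 with an estimated correlation. Early T cell progenitor markers, 6 up and 5 down of 15 in either count, have a median of 0.25 and do not pass in camera (adjusted p = 0.423), while they pass in fry (adjusted p = 0.00869). Against WT thymus the former 4 lists have medians of 2.74, 2.02, −2.37 and −2.95. There 13 of 17 adipocyte markers rose as well (16 over the list alone), median 2.08, while against GIT2KO thymus their median was −0.03 with 0 of 17 past the threshold.

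**Figure D4:**
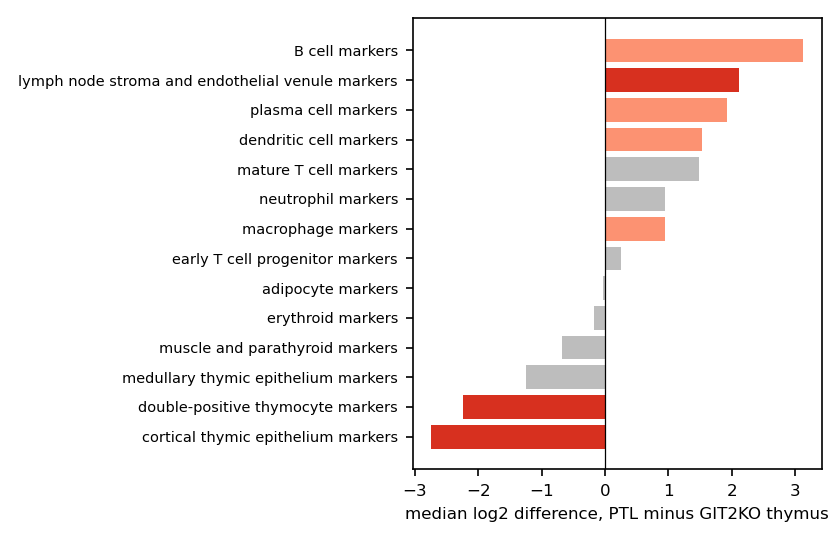
Median log2 difference of cell type markers between PTL and GIT2KO thymus. Dark red lists pass with the preset and the estimated correlation, light red with the preset alone, and the medians run from −2.74 (cortical thymic epithelium) to 3.13 (B cells).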

3-way Venn analysis was employed to identify any potential relationships between PTL-specific transcriptomic patterns (PTL transcriptomes compared to WT or GIT2KO thymus as ‘controls’) and those specific to the GIT2KO thymus (from Table S1, *i.e*. GIT2KO thymus compared to control WT thymus) (Table S6). 

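Transcripts that change in all 3 comparisons fall into 2 groups. From GIT2KO thymus to the lobes, 1 group moves further the way it moved from WT to GIT2KO thymus, and the other moves the opposite way. Cyp4f18, a leukotriene-degrading enzyme of myeloid cells, is of the latter kind, with log2 differences of 2.92 and 2.1 against GIT2KO and WT thymus and −0.82 in GIT2KO against WT thymus. Of its other 2 probes 1 fell between the thymi and 1 did not (adjusted p = 0.982). Psen2, a subunit of gamma-secretase, is alike with 2.39, 1.21 and −1.18. H2-T10, an MHC class I gene, was lower in PTL than in GIT2KO thymus by 2 and higher than in WT thymus by 1.52. In limma 82 transcripts rose in all 3 comparisons, 264 fell in all 3, and 224 changed in opposite directions. Lists with independent signs would share 59.3 upward, 66.4 downward and 55.7–70.8 in each of the mixed orders. These counts follow the samples: without replicate 1 they are 18, 92 and 42, and the lists share their samples, so they are not independent evidence. Of the 224, 195 had the same sign against both thymi, so there the lobes lie beyond the WT thymus and not back at its level. The deleted gene Git2 is itself among the 224.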

Venn analysis revealed there were 22 upregulated, 30 contra-regulated (*i.e*. divergent expression polarities in at least two datasets), and 26 down-regulated transcripts shared across all the comparisons (Figure 4C). It is likely that the 30 contra-regulated common transcripts (all displaying expression polarity reversals between the PTL vs. GIT2KO thymus comparison and GIT2KO *vs*. WT thymus comparison) represents an indication of the core functional activity of the PTL compared to the dysfunctional GIT2KO thymus as well as a WT thymus. 

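Btla and Hvcn1 are among the genes that fell in the GIT2KO thymus and stand high in the lobes. Btla, an inhibitory receptor of B and T cells, was lower in GIT2KO than in WT thymus by 0.66, and Hvcn1, a proton channel of B cells, by 0.7. The paper proposes that the contra-regulated transcripts show the core activity of the lobes, and that larger Z ratios against the GIT2KO than the WT thymus speak for a compensatory role it had hypothesized. All 224 contra-regulated transcripts had opposite signs in PTL against GIT2KO thymus and in GIT2KO against WT thymus, which the arithmetic of the comparisons requires. Of these, 114 were up, up and down in the order PTL over GIT2KO thymus, PTL over WT thymus and GIT2KO over WT thymus, and 81 were the reverse, where lists with independent signs would share 55.7 and 70.8. Of the other orders 2 held 15 and 14 transcripts, against 59.6 and 66.1, and those that the arithmetic rules out held 0. The counts for independent signs leave this arithmetic out. A shared GIT2KO thymus group enters the first and the third comparison with opposite signs, so a chance error in it alone pulls the 2 apart. In simulated groups without any change the correlation of these 2 comparisons was −0.497, and in the data it was −0.184, with a covariance of −0.0859 against −0.0281 simulated. The simulation sets PTL and both thymi to the same mean, unlike the data, so neither the 2 correlations nor the 2 covariances can be set against each other. A mean of 0 transcripts was shared by all comparisons in the simulated groups, against 570 in the data. That 0 follows from simulating no change at all, so it does not bear on whether the lobes compensate for the thymus.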

To further validate this specific data subset from the 30 contra-regulated common transcripts we independently measured Hsp90β1 and Itgb7 transcript levels in WT thymus, GIT2KO thymus and PTLs in 12 month old animals. These factors were chosen using GeneIndexer-based prioritization [58, 59] using interrogator terms related to T cell function. 

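Both the endoplasmic reticulum chaperone Hsp90b1 and the gut-homing integrin subunit Itgb7 are more expressed in the parathymic lobes than in either thymus on the arrays. Hsp90b1 was at 12.9 ± 0.33 in PTL, 11.58 ± 0.24 in GIT2KO thymus and 12.05 ± 0.11 in WT thymus (log2 signal, ± SD, n = 3). Limma gave adjusted p = 2.29e-05 against the GIT2KO and 0.00216 against the WT thymus. Itgb7 was at 10.59 ± 0.15, 8.88 ± 0.16 and 9.61 ± 0.31, with adjusted p = 3.43e-07 and 0.000367. Between the thymi, Hsp90b1 was lower in GIT2KO by 0.47 without passing (adjusted p = 0.131). Plasma cells are rich in this chaperone, and their markers were higher in PTL than in GIT2KO thymus by a median of 1.92. Of these 10 markers 8 rose in either count (camera adjusted p = 7.75e-05), and adjusted p = 0.22 with an estimated correlation.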

In accordance with our transcriptomic array data, both Hsp90β1 and Itgb7 were upregulated in PTLs compared to WT and GIT2KO thymus (Figure 4D, E: Tables S4, S5). A large proportion of this PTL-based dataset is strongly linked with metabolic aging and clock regulation [60, 61], cell senescence [62, 63] and age-related immune dysfunction [64] (Figure 4F). 

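Ccnd1, Tgfbi, Prcp, Gadd45g and Herpud1 are single genes that stand higher in the lobes than in both thymi, and the known secretory genes of senescent cells do not rise as a list. Ccnd1, a cyclin that drives entry into the cell cycle, was higher by 1.88 and 1.49 against GIT2KO and WT thymus, and Tgfbi, a matrix protein induced by TGF-beta, by 2.26 and 1.75. The peptidase Prcp was higher by 2.06 and 1.62, the stress sensor Gadd45g by 1.71 and 1.13, and the endoplasmic reticulum stress protein Herpud1 by 1.16 and 0.67. Genes of cell division moved the other way. Of 21 proliferation genes 20 fell against GIT2KO thymus (21 over the list alone), median −1.55, adjusted p = 4.8e-08 in camera, and adjusted p = 0.326 with an estimated correlation. Of 31 genes of the senescence secretory program 5 rose and 13 fell (6 and 14 over the list alone), median −0.42 (adjusted p = 0.188). Clock genes, 4 up and 4 down of 18 in either count, have a median of 0.23 against GIT2KO thymus (adjusted p = 0.456) and of −0.26 against WT thymus (adjusted p = 0.152).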

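Genes high in the lobes differ more from the GIT2KO thymus than from the WT thymus wherever GIT2KO thymus has less of them than WT thymus. The adhesion receptor Cd44, which marks activated T cells, was higher in PTL by 1.81 (SE 0.2) against GIT2KO thymus and by 1.05 against WT thymus, and 1 of its 3 probes moved otherwise. The endothelial adhesion protein Pecam1 was higher by 1.37 and 1.06. Of the 224 contra-regulated transcripts 195 had the same sign against both thymi, and in limma all 195 were larger against the GIT2KO thymus. This order follows from the arithmetic of the comparisons, because such a transcript must change in the opposite direction between the thymi. Among 26 tested transcripts that the study starred, all 26 were larger against GIT2KO thymus, 25 had the study's signs in all comparisons, and 15 passed in all 3. The study chose them on the same samples, so they are not independent evidence.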

For each of the significantly-regulated PTL transcripts in these general categories (Figure 4F) it was evident that their regulation extent (z ratio magnitude) was consistently greater when compare to the dysfunctional GIT2KO thymus as opposed to the WT thymus. This supports our suggestion that PTL ‘functionality’ may be a reflexive compensatory process for the accelerated thymic disruption seen in the GIT2KO mice. Supportive of this posit is our identification of PTL activation of transcripts linked to T cell selection and development (Irf8 [65]; Irf1 [66]), T cell differentiation (Bach2 [67]; Btla [68]), immune cell ion channel regulation (Hvcn1 [69]), cellular chemotaxis (H2dmb1 [70]), interferon regulation of immune function (Gvin [71]), T cell activity regulation (Hmgb2 [72]) and protein sorting/endocytosis (Chmp1b [73]; Ehd1 [74]).

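Irf8, Irf1, Btla, Hvcn1, Gvin1, H2-DMb1 and Ehd1 are each higher in the lobes than in both thymi, while Hmgb2 and Chmp1b are lower. Irf8, a transcription factor of myeloid and B cells, was at 10.58 ± 0.17 in PTL and 8.76 ± 0.28 in GIT2KO thymus (log2 signal, ± SD, n = 3; limma adjusted p = 7.69e-08). Irf1, which drives interferon target genes, was higher by 0.58 and 0.39 against GIT2KO and WT thymus (adjusted p = 0.00041 and 0.00965). Btla was higher by 2.62 and 1.96, Hvcn1 by 2.55 and 1.85, and the interferon-induced GTPase Gvin1 by 2.43 and 1.41. H2-DMb1, which loads peptides on MHC class II, was higher by 1.54 and 1, and the endocytic recycling protein Ehd1 by 1.97 and 1.08. Hmgb2, a chromatin protein of dividing cells, was lower in PTL by 1.99 and 1.38 (adjusted p = 3.81e-06 and 0.000281). Chmp1b, which acts in membrane scission, was lower by 1.68 and 0.96 (adjusted p = 3.62e-06 and 0.00182).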

To further investigate the functionality of this unique 30 transcript PTL dataset we employed two orthogonal latent semantic indexing (LSI) informatic platforms, *Textrous!* [75] and Genes2WordCloud [76]. *Textrous!* and Genes2Wordcloud facilitate the creation of natural language-based scientific interpretations of small datasets. Using the collective processing mode of *Textrous!* a hierarchical wordcloud was generated that indicated a strong functional bias towards age-dependent, presenilin-focused and pro-degenerative activities such as amyloid processing (Figure 5A: Table S7 - for Cosine Similarity Scores, Probability Values and Z-scores associated with the wordcloud). Among the top 20 highest frequency words semantically associated with the input 30 transcript dataset were: *early*, *onset*, *age*, *Alzheimer* and *amyloid*. The strongest risk factor for most neurodegenerative conditions, including Alzheimer's disease, is aging and therefore in this GIT2KO model it is not surprising that molecular signatures of advanced aging are present across multiple tissues in the body. It is interesting to note that presenilin-dependent gamma-secretase activity (processing Notch) has been demonstrated to modulate thymocyte development [77] and that significant immune function disruption is found in mutant presenilin-1 transgenic mice [78]. Using the mammalian phenotype analytical data module of Genes2Wordcloud to annotate the core 30 PTL transcripts we found that wordcloud interpretation reinforced the demonstration of a GIT2-specific immunological aging phenotype (Figure 5B). Among the top 20 highest frequency mammalian phenotype-based words semantically associated with the input 30 transcript dataset were: *immune*, *lifespan*, *hematopoietic* and *homeostasis /metabolism*.

**Figure 5:**
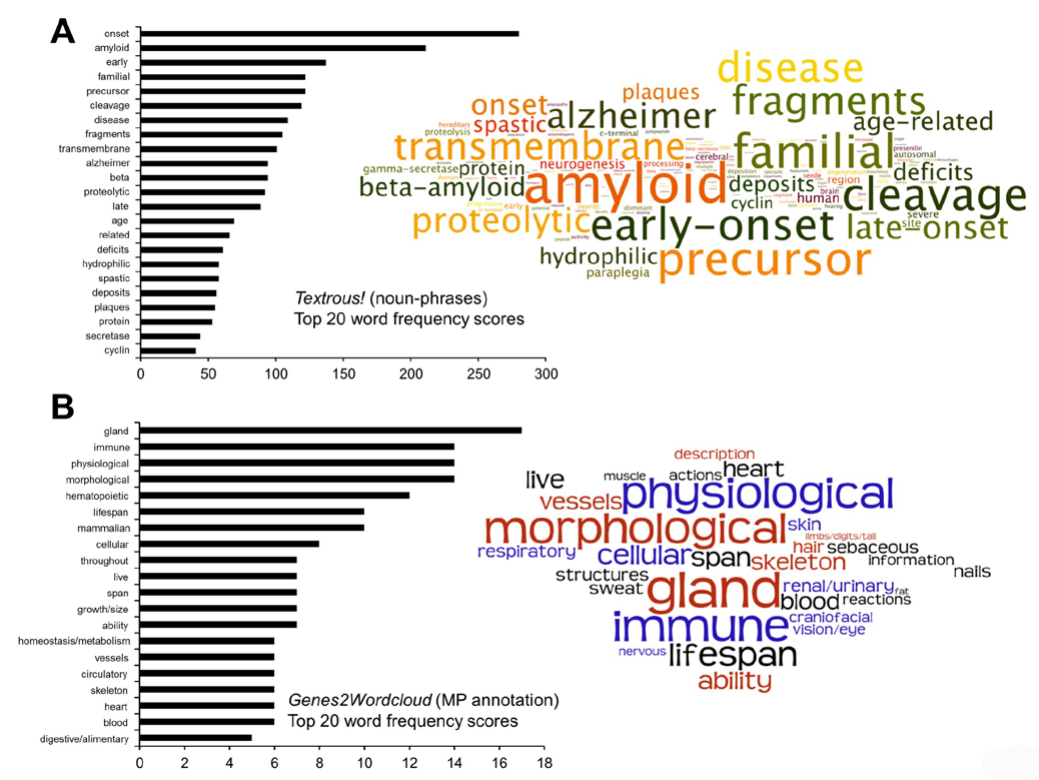
LSI-based natural language investigation of the core 30 GIT2KO PTL-associated transcripts The noun-phrase wordcloud for the 30 core PTL-associated coherently regulated transcripts was generated using the collective processing module of *Textrous!* coupled to proportional text representation output with Wordle. Noun-phrase frequency score analysis (histogram on left of panel **A**) of the resultant wordcloud was performed using WriteWords text analysis (**A**). In addition to LSI-based interpretation of the core 30 PTL-associated coherently regulated transcripts and orthogonal analysis was performed using Genes2wordcloud (Mammalian Phenotype annotation database: **B**). The wordcloud output in panel B is from Genes2wordcloud as is the associated histogram displaying the top 20 word frequencies from the cloud. For both wordclouds in panels **A** and **B**, the text size is directly proportional to the word/phrase frequency generated from either Textrous! or Genes2wordcloud.

### Complementary signaling pathway analysis of GIT2KO PTLs and thymus reveals effective compensatory functional ‘*transposition*’

To complement our natural language processing-based interpretation of the core 30 PTL-specific transcripts we performed classical signaling pathway analysis to investigate the potential compensatory functionality of the *de novo* PTL in the GIT2KO mice. IPA-based canonical signaling pathway analysis was performed with significant transcriptomic data comparing GIT2KO thymus *vs*. WT thymus (Table S8) and PTL *vs*. GIT2KO thymus (Table S9). We directly compared the most-downregulated (assessed by % of specific pathway transcripts downregulated – indicative of the ‘loss’ of thymic functionality in the GIT2KO mice) signaling pathways in the GIT2KO thymus (Table S8) with the most upregulated (assessed by % of specific pathway transcripts upregulated) – indicative of potential compensatory signaling pathways in the GIT2KO PTL (Table S9). Differential signaling activity in the dysfunctional GIT2KO thymus (Table S8) revealed a large number of significantly downregulated transcripts enriching pathways involved in cell growth and development *(‘GADD45 signaling’, ‘EGF receptor signaling’, ‘Role of p14/p19ARF in tumor suppression’*), T cell functionality (‘*T helper cell differentiation’, ‘Antigen presentation pathway’*) and cytokine signaling *(‘Role of Jak family kinases in IL-6 type cytokine signaling’, ‘IL-9 signaling’, ‘interferon signaling’*) (Figure 6A – top 10 downregulated – Table S8). 

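The GIT2KO thymus has lower expression of single genes of antigen presentation, T helper differentiation and checkpoint control, and none of these lists falls as a whole. H2-DMb1 fell by 0.54 against WT thymus, Irf8 by 0.65 and Gvin1 by 1.02. T helper differentiation genes, 2 up and 5 down of 26 (2 and 7 when adjusted over the list alone), have a median of −0.22 (camera adjusted p = 0.0889). Of 10 MHC class II genes 2 were down, median −0.26 (adjusted p = 0.307), and of 17 MHC class I processing genes 1 was up and 3 down (1 and 4 over the list alone), median 0.07. Of 22 interferon response genes 2 were down, median −0.18 (adjusted p = 0.114). Among JAK-STAT genes 1 of 16 was up over all genes and 0 over the list alone, median −0.24 (adjusted p = 0.515). GADD45 and checkpoint genes, 2 up and 2 down of 17 (2 and 4 over the list alone), have a median of 0.07 (adjusted p = 0.589).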

Similar analysis of pathways modulated differentially between the PTL and GIT2KO thymus (Figure 6B – top 10 upregulated; Table S9). 

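Genes of antigen presentation, T helper differentiation and JAK-STAT signaling stand higher in the lobes than in the GIT2KO thymus. H2-Ob, which tunes peptide loading in B cells, rose by 3.12 and the class II transactivator Ciita by 2, and the class I heavy chain H2-D1 by 1.92. Foxp3, the factor of regulatory T cells, rose by 2.04, while Gata3, needed early in T cell development, fell by 2.19 and the costimulatory receptor Cd28 by 1.98. The cytokine signal inhibitor Socs3 rose by 2.06 and the kinase Jak3 by 1.69. All 16 B cell markers rose in the same samples. All 10 MHC class II genes rose, median 1.43, adjusted p = 1.98e-07 in camera, and adjusted p = 0.161 with an estimated correlation. Of 17 MHC class I genes 10 rose in either count, median 0.8, adjusted p = 3.35e-05, and adjusted p = 0.16 with an estimated correlation. T helper genes, 16 up and 4 down of 26 (16 and 5 over the list alone), have a median of 0.84 and adjusted p = 0.003, and adjusted p = 0.22 with an estimated correlation. JAK-STAT genes, 10 up and 3 down of 16 in either count, have a median of 0.63 and adjusted p = 0.0404, and adjusted p = 0.16 with an estimated correlation.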

Many pathways that contained the greatest number of transcripts up-regulated in the PTL were functionally similar (although oppositely-regulated) to those representing this loss of function (downregulated transcripts) in GIT2KO thymus, *e.g*. ‘*T helper cell differentiation’, ‘Antigen presentation pathway’* and ‘*Role of Jak2 family kinase in IL-6-type cytokine signaling*’ (Figure 6B). To more comprehensively assess our hypothesized functional ‘*transposition*’ from the dysfunctional GIT2KO thymus to the PTLs, we assessed how much signaling pathway complementarity crossover existed between GIT2KO thymus and PTLs. Using signaling pathways containing the most down-regulated transcripts (pathways with >5% of transcripts down-regulated: Table S8) in GIT2KO thymus, and the corresponding group of signaling pathways containing the most up-regulated transcripts in the PTLs (pathways with >5% of transcripts up-regulated: Table S9), we found a considerable (25 signaling pathways; 50% of GIT2KO thymus and 25% of PTL pathways) functional cross-over between these two sets (Figure 6C). We analyzed these common functional groups and found an almost universal polarity reversal of regulation (with respect to percentage up- or downregulation of pathway-populating transcripts) between those in GIT2KO thymus data and the same pathways found using PTL data, indicating perhaps that multiple signaling functions lost in disrupted GIT2KO thymus were being *reflexively* stimulated in the PTLs (Figure 6D).

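Lists of antigen presentation, interferon response and helper T cell genes are higher in the lobes than in the GIT2KO thymus at the preset correlation, and none of them passes downward between GIT2KO and WT thymus. The interferon-induced GTPase Gbp3 rose by 1.64 in PTL against GIT2KO thymus. Interferon response genes, 9 up and 1 down of 22 (10 and 1 when adjusted over the list alone), have a median of 0.56 and adjusted p = 0.0404 in camera, and adjusted p = 0.579 with an estimated correlation. GADD45 and checkpoint genes, 5 up and 9 down of 17, have a median of −0.53 (adjusted p = 0.319). T cell receptor and costimulation genes, 10 up and 15 down of 31, have a median of −0.34 (adjusted p = 0.185). The GIT2KO thymus samples enter both comparisons of a reversal, with opposite signs.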

**Figure 6:**
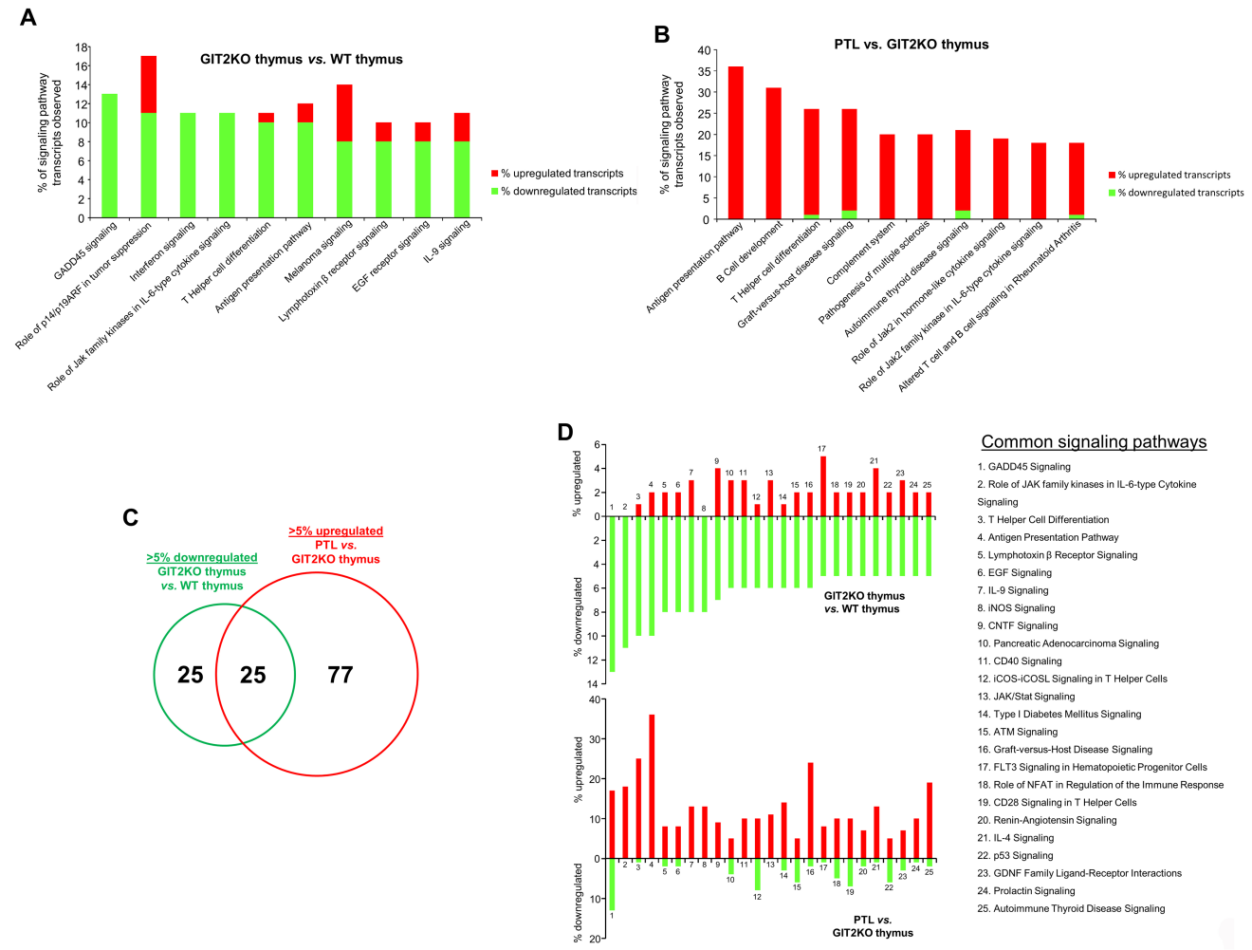
Functional signaling transposition between the GIT2KO thymus and PTLs Signaling analysis of transcripts differentially and significantly regulated between GIT2KO and WT thymus (**A**). The top 10 pathways containing the most downregulated transcripts are indicated. Upregulated (red) or downregulated (green) transcripts populating these specific pathways are indicated in the histogram. Signaling analysis of transcripts differentially and significantly regulated between the PTL and the GIT2KO thymus (**B**). Venn diagram comparison of the functional cross-over between GIT2KO thymus pathways containing the greatest number of downregulated transcripts (>5%) with the GIT2 PTL pathways containing the greatest number of upregulated transcripts (>5%) (**C**). Histograms indicate the functional transcript expression nature of the 25 shared signaling pathways (from **C**) common between the GIT2KO thymus and the PTLs (**D**).

### GIT2 genomic deletion generates a systemic alteration of age-related clock gene functionality in the immune system

From ours and previous research it is clear that GIT2 plays a profound role in immune system regulation: here we demonstrate that the immune system can also compensate for GIT2-associated disruption. To investigate the systemic actions of GIT2 deletion in multiple immune-related tissues we assessed the presence of consistent significantly-regulated transcriptomic expression patterns between the thymus (Table S1), ILNs (Table S10), MLNs (Table S11) and Spleen (Table S12) and of GIT2KO mice compared to WT controls. 

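GIT2KO and WT mice were compared in thymus, ILN, MLN and spleen, with 3 samples of each genotype per tissue, and 3 of the GIT2KO or WT samples outside the thymus have a repeat array. Mean signal was 399–530 on GIT2KO and 209–571 on WT spleen arrays, the widest range of the study, with 49.5–50.6% and 45.9–52.8% of probes detected. The authors listed transcripts of each tissue by Z ratio and p and intersected the 4 lists. From the non-normalized signals, each tissue was tested here in the common fit, and transcripts past the threshold the same way in every tissue were counted. A further F test in limma asked which transcripts have a GIT2KO effect that differs between the tissues. In limma 127 transcripts rose and 257 fell in ILN, 117 and 214 in MLN, and 1948 and 1842 in spleen. The order of the tissues depends on the spread shared over all groups: a fit of the compared groups alone calls more transcripts in ILN than in spleen. Of all tested transcripts 29.6%, 19% and 34.7% had no overlap between the 3 and 3 values in these tissues, where chance gives 10%. Git2 was lower in all 3, by log2 differences of 1.08, 1.63 and 0.74. Tissues of 1 animal share its genotype and history, so agreement across tissues is not replication in further mice.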

As previously demonstrated for GIT2KO thymus tissue (Figure S4) we also assessed the correlation between transcriptomic data and protein expression levels (for Ndufb10, Rnase4, Per1, Sin3a) in for example the spleen (Figure S5). For each factor we found that protein levels of these factors closely mirrored our transcriptomic data. Venn analysis of the significantly-regulated transcripts found in all of the four tissues studied (Figure 7A) revealed a core of 40 coherently-regulated transcripts common to all of the tissues (13 commonly upregulated, 27 commonly downregulated) (Table S13). 

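A small group of transcripts differs the same way between GIT2KO and WT mice in all 4 tissues, and the largest of these differences are near presence or absence. Ctse, an endosomal protease, was higher by log2 differences of 3.57, 3.76, 3.79 and 2.03 in thymus, ILN, MLN and spleen. The complex I assembly factor Timmdc1 was higher by 1.58, 2.2, 2.4 and 1.83, and Tnfrsf14, the ligand of Btla, by 1.65, 1.78, 2.11 and 2.3. Trim30a, an interferon-induced regulator of inflammation, was undetected in GIT2KO tissues, at least 15.6-fold lower in ILN, 19.3-fold in MLN and 24.9-fold in spleen. Twistnb, a subunit of RNA polymerase I, fell by 3.03, 2.84, 2.08 and 3.45. Trim30a and Twistnb each lie near another gene of this group, and variant chromosome segments that the genotypes do not share are not excluded. In limma 25 transcripts rose and 63 fell in all 4 tissues, and 0 were mixed. They come from 24 and 57 genes, with each probe without a gene symbol counted as a gene. Independent lists would share 0.0114 and 0.0376. Of the 30 tested transcripts that the study lists as shared, 29 had the same sign in all tissues and 16 passed in all 4, which is not independent evidence. Without replicate 1 the counts are 8 and 17.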

We have previously shown that the Collective Processing module of *Textrous!* can efficiently generate meaningful biomedical semantic output from small data corpi [75]. Using the 40 commonly-regulated transcripts from GIT2KO ILN, MLN, spleen and thymus we found a remarkably strong and focused hierarchical wordcloud was created (Figure 7B: Table S14). The collective processing module of *Textrous!* employs latent semantic indexing (LSI) to assess the strength of correlation between all the members of the input dataset (40 coherently-regulated GIT2KO ILN/MLN/spleen/thymus transcripts) and semantically-associated nouns and noun-phrases from multiple curated biomedical databases. Biomedical textmining Cosine Similarity scores, ranging from 0 to a theoretical perfect textual correlation score of 1 [59], are employed to indicate the strength of the semantic correlation between datasets and specific words – here we found five output nouns possessing a near perfect Cosine Similarity score of over 0.9, *i.e*. ‘*oscillators*’, ‘*clocks*’, ‘*circadian*’, ‘*rhythms*’ and ‘*rhythmicity*’ (Table S14). Therefore it appears that the disruption of circadian clock-related transcript expression observed previously in the GIT2KO thymus is reproduced across multiple tissues involved in immune regulation across the body. 

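Clock output genes are lower in GIT2KO mice in thymus, both lymph nodes and spleen. The nuclear receptor Nr1d1, which represses the clock's activating arm, fell by log2 differences of 1.75 in ILN and 1.28 in MLN, and its relative Nr1d2 by 2.16 in spleen. Dbp fell by 1.7, 1.01 and 1.37 in ILN, MLN and spleen, Tef by 1.09, 0.84 and 1.3, and Per1 by 1.46, 0.95 and 1.11. Per2 fell by 0.88 in ILN and 0.86 in spleen, and was lower by 0.48 in MLN without passing (limma adjusted p = 0.107). The second probes of Per1 in MLN and Per2 in ILN were lower without passing (adjusted p = 0.0536 and 0.105). Per3, a further period protein, fell by 1.17 in ILN. The paper proposes from the shared transcripts and their function terms that the clock is disturbed across immune tissues, and links this to early aging. The paper's methods state that both groups were handled in equal numbers per day and in random order, and hours at which the tissues were taken were not found there or in the sample labels.

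**Figure D5:**
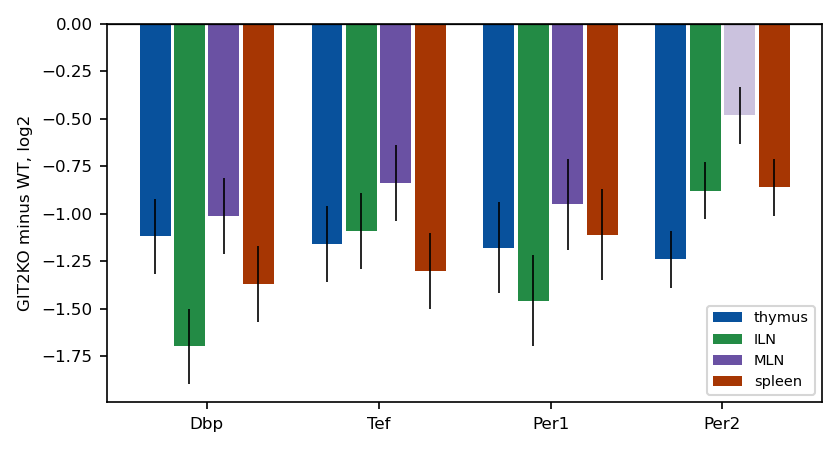
GIT2KO minus WT log2 differences with their SE for 4 clock genes in 4 tissues. The pale bar, Per2 in MLN at −0.48, did not pass the threshold.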

Collective *Textrous!* processing attempts to find commonalities of textual output from a complete corpus of input data. Alternatively, the Individual Processing mode of *Textrous!* reveals the strongest individual transcript-word associations. With the same 40 transcript used for Collective Processing we found that the dataset possessed multiple input transcripts strongly linked to ‘*clock regulation’*, ‘*transcription*’, ‘*metabolism/stress’* and ‘*immune*’ functionalities (Figure S6A). 

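The clock genes of GIT2KO mice move down as a list in each tissue at the preset correlation, and with an estimated correlation in ILN and MLN alone. The effect on the list in thymus did not pass as different from that in ILN, MLN or spleen (camera adjusted p = 0.693, 0.77 and 0.479). In ILN 6 of 18 fell (7 fell and 1 rose when adjusted over the list alone), with a median log2 difference of −0.41. In MLN 4 fell (7 over the list alone) with a median of −0.46, and in spleen 9 fell in either count, also with −0.46. In camera the clock list has adjusted p = 8.78e-07 in ILN, and adjusted p = 0.00842 with an estimated correlation. In MLN it has adjusted p = 2.37e-05, and adjusted p = 0.0317 with an estimated correlation. The spleen gives adjusted p = 0.000341, and adjusted p = 0.118 with an estimated correlation. The study named several of these genes from the same samples, so the list is not independent evidence.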

Creating a summated Z-score (addition of individual transcript z ratio scores (GIT2KO *vs*. WT expression)) for each of these functional categories of activity it was evident that a profound inhibitory activity towards ‘clock regulation’ was present in the input dataset (Figure S6B). Inspection of the individual transcripts coherently regulated across ILN/MLN/ spleen/thymus in GIT2KO mice demonstrated that, aside from the expected changes in immune-related factors (Btla [79], Tnfrsf4 [80], AI467606 [81]), there were significant reductions in multiple clock-related transcripts that are also associated with premature aging and DNA damage repair actions (DDR) (Per1 [22], Per2 [48], Tef [82], Dbp [83], LOC100044862-Fbxl3-like [84] as well as transcripts related to age-related stress/metabolism alterations and cell senescence (Glo1 [85], Ndufb10 [86], Ddit4 [87], Sin3a [88], Rnase4 [89] (Figure 7C). In addition to our LSI-based interpretation of the systemic effects of GIT2 genomic deletion we also individually annotated each significant GIT2KO dataset (ILN, MLN, spleen, thymus) using Ingenuity Pathway Analysis canonical signaling pathways (ILN Table S15; MLN Table S16; spleen Table S17, thymus Table S1). 

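Single genes of stress, chromatin and detoxification differ alike in the 4 tissues, and several others have the same sign in all 4 but pass in only some. Glo1 rose by log2 differences of 0.94, 1.3 and 1.31 in ILN, MLN and spleen, and Ddit4 fell by 1.83, 1.38 and 1.34. Glo1 lies beside Dnah8, which is also higher in all 4 tissues, so a variant chromosome segment is not excluded for it. Sin3a, a scaffold of histone deacetylases, fell by 0.81, 0.67, 0.79 and 0.68 with thymus first, and the transcript AI467606 by 0.53, 0.69, 0.49 and 0.87. Tnfrsf4 fell by 1.05 in ILN and 1.3 in spleen, and was lower by 0.71 in MLN without passing (limma adjusted p = 0.191). Btla fell by 0.83 in spleen, and was lower by 0.49 in ILN and 0.64 in MLN without passing (adjusted p = 0.193 and 0.0641). Ndufb10, a complex I subunit, rose by 0.89 in thymus, 1.01 in ILN and 0.96 in MLN, and was higher by 0.58 in spleen without passing (adjusted p = 0.061). Rnase4, a secreted ribonuclease, rose by 1.01 in thymus and 1.64 in spleen. It was higher by 0.4 in ILN and 0.77 in MLN without passing (adjusted p = 0.524 and 0.119), and its second probe was not called.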

As with our analysis at the transcript level we aimed to identify the qualitative and quantitative nature of the coherently-regulated signaling pathways common to each of the experimental tissues (Figure 8A). Venn analysis revealed the presence of 13 coherently upregulated (calculated by creating a Z score of Up/Down regulated transcripts that significantly populate that specific pathway) and 4 coherently downregulated signaling pathways common to all the immune tissues (Table S18). The pathway Z scores, indicating the relative degree of activation (positive Z score) or inhibition (negative Z score) of the total of 17 coherently-regulated pathways are represented in Figure 8B. 

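Of the pathways examined, the respiratory list is higher and the clock list lower in all 4 tissues at the preset correlation. With an estimated correlation the respiratory list passes in 0 of them and the clock list in ILN and MLN alone. In spleen 12 glutathione and NRF2 target genes rose and 1 fell, median 0.27 (camera adjusted p = 0.00299), and adjusted p = 0.402 with an estimated correlation. Glucocorticoid-induced genes, 1 up and 8 down in spleen, have a median of −0.69 (adjusted p = 0.00299), and adjusted p = 0.379 with an estimated correlation. Spleen neutrophil markers, of which 8 of 13 rose (10 when adjusted over the list alone), have a median of 2.16 in the same samples. Of 35 gene lists, 8 pass in thymus, 10 in ILN, 8 in MLN and 11 in spleen, and 0, 1, 1 and 0 with an estimated correlation.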

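Respiratory and cholesterol synthesis genes pass as lists in the nodes of GIT2KO mice at the preset correlation, with 1–3 genes of each called there, while AMPK genes do not pass as a list in any tissue. Sqle, the squalene epoxidase of cholesterol synthesis, rose by log2 differences of 0.86, 1.01, 0.77 and 0.86 in thymus, ILN, MLN and spleen, and its second probe did not pass in ILN or MLN (adjusted p = 0.652 and 0.156). Nsdhl and Hsd17b7, later enzymes of the same synthesis, rose by 1.26 and 1.11 in thymus. Pik3cg, the gamma subunit of PI3K in leukocytes, rose by 1.23, 1.46, 1.64 and 0.83. Tsc2, a brake on mTORC1 that AMPK acts on, fell by 0.7, 0.76 and 0.51 in ILN, MLN and spleen. Pik3cg and Tsc2 each lie near another gene that differs in every tissue, so variant chromosome segments are not excluded for them. Of 67 oxidative phosphorylation genes 29 rose and 2 fell in spleen (34 and 3 over the list alone), median 0.36, adjusted p = 1.23e-06 in camera, and adjusted p = 0.493 with an estimated correlation. In ILN 1 and in MLN 2 rose, with medians of 0.1 and 0.11, adjusted p = 0.0109 and 0.00305, and adjusted p = 0.773 and 0.949 with an estimated correlation. Adipocyte markers moved with them in ILN and MLN, by medians of 0.97 and 0.65 with 0 and 1 of 17 called (camera adjusted p = 0.00112 and 0.00708), and adjusted p = 0.669 and 0.949 with an estimated correlation. In spleen their median was 0.74 with 1 called, and the list did not pass (adjusted p = 0.173). Of 15 cholesterol synthesis genes 8 rose in thymus (9 over the list alone), median 0.5, adjusted p = 0.000219, and adjusted p = 0.159 with an estimated correlation. In ILN 2 rose (4 over the list alone), adjusted p = 0.00519, and in MLN 3 (7), adjusted p = 2.37e-05, and adjusted p = 0.31 and 0.0513 with an estimated correlation. AMPK genes have medians of −0.16, −0.15 and 0.09 in ILN, MLN and spleen (adjusted p = 0.0553, 0.267 and 0.718).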

Corroborating our multiple observations of an aberrant aging process in the GIT2KO mice we found consistent and significant GIT2KO-specific alterations in aging-related pathways linked to clock gene disruption: ‘*Mitochondrial dysfunction’* [90]; ‘*AMPK Signaling’* [91]; ‘*P2Y Purinergic Receptor Signaling pathway’* [92]; ‘*P70S6K Signaling’* [93]; ‘*Telomerase Signaling pathway’* [94]; ‘*Superpathway of Cholesterol Biosynthesis’* [95]; ‘*PI3K/AKT Signaling pathway’* [96]. In the context of these multiple interconnected pathways there are also a group of inter-related pathways linking immune cell function (‘*PKCθ Signaling in T Lymphocytes’*, ‘*CD28 Signaling in T Helper Cells’*, ‘*iCOS-iCOSL Signaling in T Helper Cells*’) with Ephrin receptor signaling and clathrin-mediated endocytic subcellular trafficking [97]. 

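T cell receptor and costimulation genes are lower in the GIT2KO spleen together with the markers of mature T cells, and ephrin and clathrin genes change only singly. Ctla4 fell by a log2 difference of 1.99 in spleen and the interleukin 7 receptor Il7r by 1.93, and Cd3d, a chain of the T cell receptor complex, fell by 0.7 in ILN. The GTPase Rac1 rose by 0.8 in spleen as the only ephrin list gene called there. The clathrin adaptor subunits Ap2s1 and Ap2b1 rose by 0.82 and fell by 0.42 in spleen, and Hip1, which links clathrin to actin, fell by 1.24 in MLN. Of 31 T cell receptor and costimulation genes 2 rose and 13 fell in spleen (2 and 15 when adjusted over the list alone), median −0.3, adjusted p = 0.000136 in camera, and adjusted p = 0.162 with an estimated correlation. Of 16 mature T cell markers 1 rose and 14 fell there, median −0.92, adjusted p = 1.23e-06, and adjusted p = 0.118 with an estimated correlation. In thymus, ILN and MLN the receptor list has medians of −0.08, −0.1 and −0.04 and does not pass (adjusted p = 0.265, 0.11 and 0.762).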

Taken together from both LSI-based and classical signaling pathway analysis it is evident that GIT2 genomic deletion engenders a premature state of cellular senescence/aging across multiple immune-related tissues.

**Figure 7:**
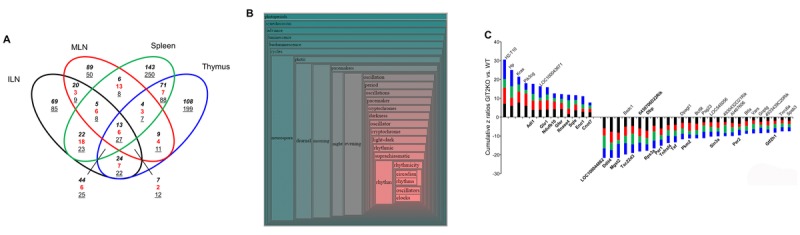
GIT2 genomic deletion engenders a consistent transcriptomic signature across multiple immune tissues Venn diagram analysis of the significant transcriptomic effects of GIT2 deletion in the ILN, MLN, spleen and thymus of GIT2KO mice compared to age-matched WT controls. In the Venn diagram numbers in italics represent upregulated transcripts, underlined numbers represent downregulated transcripts, red numbers represent transcripts possessing diverse expression polarities (**A**). Hierarchical wordcloud generated using the collective processing mode of Textrous! to investigate the functional nature of the 40 coherently-regulated transcripts common across GIT2KO ILN, MLN, spleen and thymus (**B**). Physical proximity of semantically-associated scientific words in public biomedical database curated documents indicates their strength of relationship. The most strongly associated words (with the entire input 40 transcript dataset) occur in the more intense red-hued regions of the cloud. A cumulative z ratio representation of the 40 coherently-regulated cross-tissue (ILN – black bars; MLN – red bars; spleen – green bars; thymus – blue bars) GIT2KO-spepcific factors indicates the strong presence of pro-aging/stress phenotype that is closely linked with clock gene dysfunction (stress/clock gene related transcripts possess Gene Symbols in bold typeface) (**C**).

**Figure 8:**
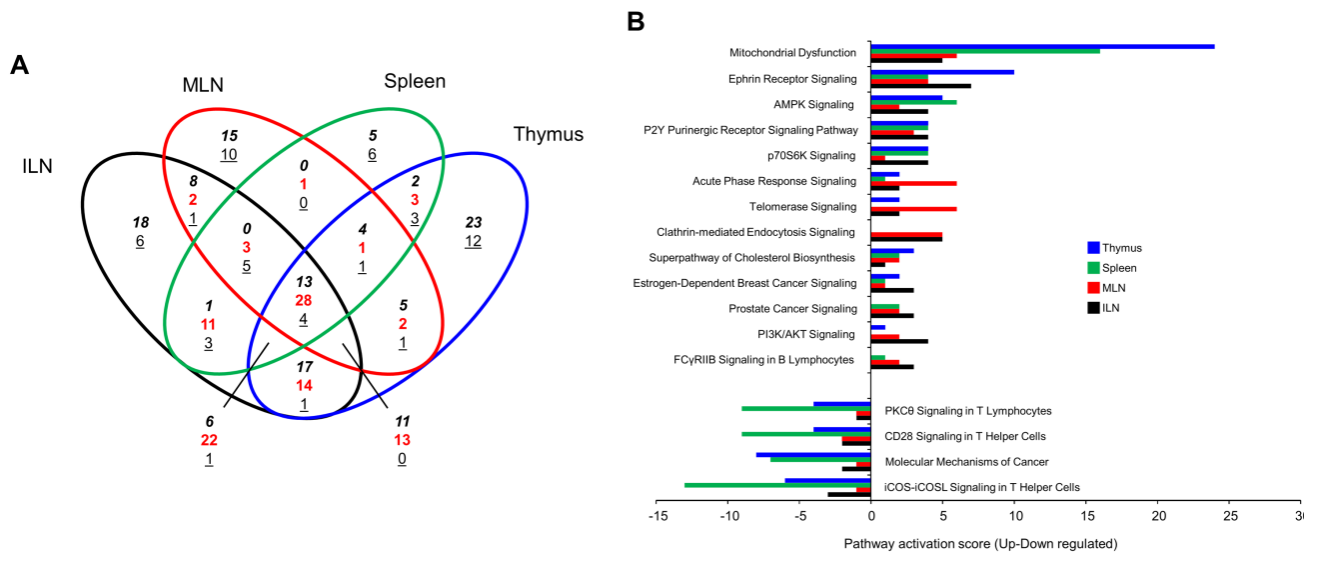
GIT2 genomic deletion engenders a consistent signaling pathway signature across multiple immune tissues Venn diagram analysis of the significant signaling pathway modulatory effects of GIT2 deletion (assessed using IPA-based canonical signaling pathway annotation of GIT2KO-specific significantly-regulated transcripts in ILN, MLN, spleen and thymus tissues) in the ILN, MLN, spleen and thymus of GIT2KO mice compared to age-matched WT controls. For each significantly-enriched signaling pathway derived from the respective transcriptomic datasets a pathway activation score was derived by subtraction of the number of downregulated transcripts from the number of upregulated transcripts that mediated the enrichment of the specific signaling pathway. In the Venn diagram numbers in italics represent upregulated transcripts, underlined numbers represent downregulated transcripts, red numbers represent transcripts possessing diverse expression polarities (**A**). The Venn diagram in panel **A** indicates that there are 17 coherently-regulated signaling pathways common to all tissues studied – 13 upregulated and 4 downregulated. The respective pathway scores of these pathways and their functional identities are indicated in the histogram in panel **B**. Pathways with a 0 pathway activation score were considered positive – a zero score indicated an even number of up and downregulated enriching transcripts.

## DISCUSSION

We have previously demonstrated that the GPCR-interacting protein GIT2 is strongly implicated in somatic regulation of the aging process, via the management of stress response systems linked to pathological aging, oxidative stress, metabolic disruption and eventual DNA damage [5, 31-34]. Here we investigated the potential effects of GIT2 genomic deletion upon the structure and functionality of a key immune tissue, the thymus, whose deterioration is considered an important hallmark of aging [1-4]. Compared to aged-matched WT controls, GIT2KO mice demonstrated an attenuated overall lifespan (Figure 1) as well as an accelerated idiosyncratic form of thymic involution/dysfunction (Figure 2). GIT2KO mice demonstrated premature decreases in T cell precursor levels (similar at 3 months of age to 12 month old WT mice) (Figure 1), an advanced-age reduction in DP/CD4^+^/CD8^+^ total cell counts (Figure 1), significant reductions in thymocyte density (Figure 2) and significant deficits in thymic structure and key functional regulators (Figure 2). Unbiased transcriptomic analysis coupled to signaling pathway analysis of GIT2KO thymi revealed the significant population of pathways linked to thymic aging, *e.g*. ‘*Mitochondrial Dysfunction’* [98], ‘*AMPK Signaling’* [99] and ‘*Glucocorticoid Receptor Signaling*’ [100] (Figure 2F). With IPA BioFunction analysis we found a strong indication that GIT2 genomic ablation negatively affects cellular development and functionality (elevation of ‘*hypoplasia of lymphoid organ’* – reduction of ‘*quantity of T lymphocytes’*) of the thymus at the relatively young age of 12 months (Figure 2G).

Our observed accelerated decline in GIT2KO thymocytes DP (CD4^+^CD8^+^) and CD4^+^ T cells (Figure S2) was not fully accounted for by apoptosis as we found no significant increases in pro-apoptotic mediators in GIT2KO thymocytes. Instead we observed, at 12 months of age in GIT2KOs, a decrease in transcript expression of the pro-survival mediator Bcl-xL and two of the pro-apoptotic mediators (Bim and Bax) (Figure S1). GIT2 deletion thus seems to, in-part, engender thymic dysfunction via mechanism(s) linked to reductions in cellular survival support, as suggested by the loss of an appropriate T cell maturation environment due to the Troma-I reductions (Figure 2). Our data are in accord with reports demonstrating age-related changes to thymic size and structure, including that of reduced Troma-I, which would result in decreased thymic output of mature naive T cells [3, 101]. Most significant age-related thymic changes often occur in the cortex, resulting in a negative correlation between thymic cortex, volume, and age [3]. As the thymic cortex hosts the earlier stages of thymic T cell development, its disruption in GIT2KO mice may contribute to disturbed T cell development. Cortical integrity is strongly linked to cortical thymic epithelial cell interaction with thymocytes. Genomic loss of Troma-I (keratin 8) induces mitochondrial dysfunction and somatic metabolism in an aging murine context [102, 103]. In addition to regulating mitochondrial functionality – a process strongly linked to metabolic aging [104], Troma-I is involved (like GIT2), in maintaining normal pancreatic beta cell functionality and circulatory glycemic control [34, 105]. Pancreatic regulation of the insulin/IGF-1 signaling system represents one of the prime drivers of the aging process in most species [106-109]. Our link of GIT2 to thymic involution and the creation of a premature aging phenotype, demonstrates the systemic connectivity of metabolism and immune functionality in the aging process.

Assessing the subtle role(s) of GIT2 in controlling thymic function we assessed recent thymic emigrants and observed marked reductions in newly-emigrated CD8^+^ cells as early as 3 months in GIT2KO mice (Figure S2). For newly-emigrated CD4^+^ cells from the thymus, reduced numbers in GIT2KO mice were observed at 12 months (Figure S2). These data reflect a disruption in thymic T cell differentiation with increasing age in GIT2KO mice. We next investigated the status of hematopoietic precursors in GIT2KO BM at 12 months: only LSK (Lin^-^CD127^-^Sca-1^+^c-Kit^+^) and LK (Lin^-^CD127^-^Sca-1^-^c-Kit^+^) were upregulated in GIT2KO mice. If migration of hematopoietic precursors from the BM to the thymus was negatively affected over time, an accumulation of precursors within the BM can be accounted for. Migration is vital for hematopoietic progenitor movement from BM to the thymus. Chemokine receptors CCR7, CCR9 [110, 111] and CXCR4 [112] are important for thymic seeding by hematopoietic progenitors. CCR7 and CCR9 expression were reduced in GIT2KO mice at 3 months, aligning our data with reports implicating chemokine receptors as key mediators of thymic targeting [112]. As GIT2KO mice possess reduced thymic progenitors as early as 3 months, but only observable differences in DP and CD4^+^ cell counts by 12 months of age, these results agree with earlier studies, *i.e*. despite the absence of a key thymic settling agent as CCR9, CCR9^−/−^ mice still retain some thymic settling demonstrated simply by their ability to generate thymocytes [113]. While chemotactic mechanisms have been proposed to play an important role in GIT2KO mice, our data and others (Phee et al. [36]), suggest additional factors are also important. One novel ameliorative mechanism by which GIT2KO mice attempt to provide sufficient T cells may reside in their age-dependent generation of PTLs. A second cervical ‘*thymus*’ in mice has been reported previously [114, 115]. Cervical thymus-like structure have also been observed in humans [116]. We found that the generation of cervical parathymic lobes (PTLs) was coincident with the disruption of GIT2KO thymic function (Figure 3). Despite their potential resemblance to cervical lymph nodes, these idiosyncratic PTLs did not exhibit classical peripheral lymph node-like characteristics, but expressed relatively high levels of T cell progenitors which we found to be contemporaneously reduced in GIT2KO thymus. From our PTL cell count data (Figure 3) PTLs exhibited characteristics of a hybrid thymus/lymph node organ, *e.g*. PTLs expressed higher numbers of T cell progenitors (ETP, DN2, DN3), compared to inguinal lymph nodes or even WT or GIT2KO thymus. Unbiased transcriptomic PCA analysis confirms this *gestalt* distinction from either lymph node or thymic tissue (Figure 4). These data suggest that PTLs serve as a site of extrathymic T cell development in GIT2KOs.

As we observed differences in chemokine receptor gene expression in bone marrow cells, we also investigated the expression of the cognate ligands (CCL19, CCL25, and CXCL12) for these receptors in PTLs. CXCL12 expression was significantly increased in PTLs compared to both WT and GIT2KO thymus (Figure S7). GIT2 has been implicated in the CXCL12/CCL25-mediated regulation of the *in vitro* motility of DP thymocytes [36]. Earlier studies suggested that CXCL12 and CXCR4 are involved in T cell precursor expansion in both fetal and adult thymi *in vivo* and any defect in T cell development caused by a CXCR4 mutation is not caused by reduced expression of the anti-apoptotic mediator Bcl-2 [117]. Our data suggest that CXCR4/CXCL12 are also implicated in the GIT2-dependent model of dysfunctional thymic function as T cell development is disrupted and the anti-apoptotic mediator Bcl-xL is significantly reduced at 12 months of age. There has been much debate on the relevance of extrathymic T cell development in a variety of organs including the gut [118, 119], skin, and liver and their physiological relevance to thymic T cell development [120]. We contrasted the disrupted GIT2KO thymus to the PTL at a cellular and functional signaling level to assess whether functions that were lost in the GIT2KO thymus were effectively recapitulated in the transcriptomic profile of the PTLs. Comparing the GIT2KO thymus signaling pathways populated by the greatest percentage of downregulated transcripts with the pathways populated by the greatest percentage of upregulated transcripts we found that at a signaling pathway level, these two tissues were almost completely inverted mirror images of each other (Figure 6D). For example, multiple pathways associated with T cell development were among the most downregulated in the GIT2KO thymus (Figure 6A), while these pathways were amongst the most upregulated in the GIT2KO PTLs (Figure 6B). Our data suggest that the PTL is a functional hybrid tissue between the thymus and lymph nodes (Figure 3D, Figure 4A-B) that can be generated in mice and may serve as an ameliorative mechanism to counter the abnormal immunological aging profile (Figure 5) present in GIT2KO mice.

Our analyses of PTL-unique transcript datasets (Table S6 – indicated by asterisk) uncovered a core of 30 GIT2KO PTL-specific transcripts that were functionally linked to biomedical text terms associated with age-related neurodegeneration, cell senescence, lifespan regulation, metabolic disruption and immunomodulation (Figures 4, 5). Hsp90β1 and Itgb7 were specifically and markedly upregulated in PTLs compared to WT/GIT2KO thymi (Figure 6D, E). Hsp90β1 is a molecular chaperone for integrins such as Itgb7 [121]. In tamoxifen-inducible Hsp90β1^−/−^ mice, T cell development is severely compromised with the inability of thymocytes to develop beyond the DN stage. This was strongly correlated with thymic atrophy [121]. At seven months of age, DP and SP (single positive) cells were almost absent in Hsp90β1^−/−^ mice. It has been reported that without β-7 integrins, lymphopoiesis may proceed [122], our current data indicate that Itgb7 may be important in the functioning of the PTLs which express higher numbers of T cell progenitors than thymi, along with higher Itgb7 gene expression. With respect to the strong pro-aging/senescence signature induced in thymic tissues by GIT2 deletion it is interesting to note that multiple High Mobility Group (HMG) proteins (HMGCS2, HMGB2) are affected. HMG proteins are stress-sensitive DNA-modulatory factors involved in transcription/translation and DNA repair activities. We have previously demonstrated that HMG proteins are functionally linked with GIT2 in neuronal cells [33] where they likely coordinate the actions of GIT2 in the DDR response and PARP activity modulation [123]. HMGCS2 is one of the controlling enzymes in the mitochondrial mechanism of ketogenesis, an energy derivation process often entrained in the context of disrupted glucose metabolism and altered aging [49, 102]. HMGCS2 functionality is not only associated with ketogenesis but also with fatty acid β-oxidation, a compensatory process which is commonly observed in the context of disrupted aging mechanisms, age-related neurodegenerative conditions and age-related metabolic disruption [60, 78, 124]. Confirming our observations of disrupted Troma-I expression in the GIT2KO model it has also been demonstrated that reductions in Troma-I can also modulate HMGCS2 expression and in doing so modulate energy metabolism and ketogenic activity [103]. HMGB2 is also critically involved in regulatory mechanisms that, control DNA damage [125], cell senescence [126], innate immune responses and neuroinflammation [127, 128] as well as stem cell proliferation and neurogenesis [129]. In addition to the specific GIT2-dependent alteration of HMG proteins multiple additional proteins that regulate age-related energy metabolism (Prcp [130], age-related DNA damage (Bach2 [131], age-related hematopoietic network regulation (Irf8 [132], immunosenescence (Pecam1 [133] and ER stress/amyloid related regulation of insulin secretion (Herpud1 [134-136]) were altered in GIT2KOs. From our work it was evident that GIT2 deletion in our models was potentially associated with cellular senescence. To further investigate this, we sought to identify whether any GIT2-associated factors were also associated with the well-characterized senescence-associated secretory phenotype (SASP). Using a canonical list of 80 SASP-associated proteins extracted from REACTOME (www.reactome.org) we cross matched this with GIT2KO data from thymus, PTL, spleen and lymph nodes. Across these multiple tissues we found that GIT2 deletion significantly altered the expression of over 20% (17 from 80) of the REACTOME SASP pathway list (Figure S8) that revealed a highly interconnected group of factors strongly linked to senescent/DNA stability activity (Enrichr-based Reactome 2015 analysis - http://amp.pharm.mssm.edu/Enrichr/enrich: Table S19).

As genomic GIT2 deletion appeared to modify physiological immune system aspects in the thymus and the PTL that were functionally related to additional immune-relates tissues, *e.g*. ILN/MLN (Figures 3D, 4A-B), we next investigated the functional effects of GIT2 deletion upon splenic and ILN/MLN tissues to assess whether a core ‘GIT2-functional signature’ was present in multiple immune-related sites. Using the significant transcriptomic patterns of gene expression in thymus, spleen, ILN and MLN in GIT2KO mice we discovered a functional core of forty GIT2-dependent gene transcripts coherently regulated (expression polarity versus WT control) in all four tissues (Figure 7A). Using *Textrous!* to investigate this core dataset a strong clock gene-associated phenotype was evident (Figures 7B, S6A). Multiple transcripts possessing well-characterized roles in circadian rhythm control, *e.g*. Dbp, Tef and Per2, were coherently regulated in all the GIT2KO immune tissues (Figure 7C). GIT2 genomic deletion also generated a coherent pathway signature (Figure 8A) across the multiple tissues, *i.e*. 13 pathways commonly upregulated and four pathways commonly downregulated (Figure 8B). Nearly all of the coherent and commonly-controlled signaling pathways were strongly linked to cellular clock control mechanisms, e.g. ‘*Mitochondrial Dysfunction’* [90], ‘*AMPK Signaling’* [91], ‘*P70S6K Signaling’* [93], *‘Telomerase Signaling*’ [94], ‘*Superpathway of Cholesterol Biosynthesis’* [95] and ‘*PI3K/AKT Signaling’* [96]. Additional GIT2KO multi-immune tissue signaling pathways also demonstrated multiple functional data corpi links as ‘*P2Y Purinergic Receptor Signaling’* has been shown to strongly control the AMPK signaling pathway [92]. In addition the quality and nature of ‘*Ephrin Receptor Signaling’* is strongly dependent on ‘*Clathrin mediated endocytosis signaling’* mechanisms [97].

Our data demonstrates that loss of GIT2 protein causes an attenuated lifespan and induction of a premature aging/senescent state in the thymus as well as other immune-related tissues. This premature GIT2KO aging phenotype is associated with the disruption of cellular clock regulation and DDR activity. In this respect, our data are synergistic with previous research linking GIT2 with multiple physiological/pathophysiological activities associated with the aging process, *e.g*. oxidative damage, dysglycemia and DNA damage [32-34]. Hence GIT2 appears to likely act as a powerful mechanistic factor in the aging process through its control of cellular aging via clock gene regulation. In addition to an evident common evolutionary mechanism for clock and DDR genes [27] it has been shown that a strong functional interaction occurs between clock-DDR functions [137-139] that involves several GIT2 interaction partners such as MRE11, ATM and p53 [33]. GIT2 therefore may serve as a functional bridge between cellular senescence, clock regulation and DNA damage, and thus possess the capacity to potently control the accumulation of age-related cellular damage. As age-related accumulation of DNA damage and metabolic dysfunction appear to synergize to accelerate the onset of aging-related disorders it is interesting to note that already therapies targeting clock-regulation mechanisms are currently showing promise [140-142].

## MATERIALS AND METHODS

### Animal handling

All animal studies performed were approved according to the guidelines of the NIA Animal Care and Use Committee. Mice were maintained in a 12h light/dark cycle on an *ad libitum* regular diet. Male GIT2^−/−^ (GIT2KO) (n=3-16) and C57BL/6 WT mice (n=3-8), at 1, 3 and 12 months of age, were bred in the NIA animal facility. Lifespan measurements at this facility for the wild-type (WT) C57/BL6 indicated that for both male and female GIT2KO mice presented a significantly-reduced total lifespan (n≥20 per group: male WT: 609.3±24.2 days; female WT: 617.25±30.15; male GIT2^−/−^: 503.15±32; female GIT2^−/−^: 529.35±21.4). They were fasted 12h before experimentation, sacrificed by carbon dioxide asphyxiation and whole body and organ weights were recorded. GIT2KO gene-trap animals [143], based on a standard C57BL/6 background, were transported from Duke University (Richard Premont, Durham, NC) and bred at the National Institute on Aging under NIH protocol numbers, 432-LCI-2015 and 433-LCI-2015, according to approval of the Institutional Review Board. Prior to experimentation, the animals were labelled with an ID number and thus, during experimentation, the investigator(s) were blinded to the animal genotype(s). Equal numbers of animals belonging to the control and/or experimental groups were experimented on the same day. Overall, the order of animal experimentation was performed in a random manner.

### Blood cell counts

Prior to sacrifice, mice were bled retro-orbitally and blood cells were counted using a Horiba ABX Micros 60 (Horiba Medical).

### Flow cytometry

Bone marrow cells were collected from femurs and disrupted into a single cell suspension. All other immune organs were dissociated in RPMI media (Life Technologies, Carlsbad CA). Cell suspensions were then passed through 70 μm nylon mesh strainers (BD Falcon). RBCs (red blood cells) were lysed with ammonium chloride buffer (Quality Biological) and washed twice with HBSS/1%BSA/0.1% sodium azide. Antibodies (BD BioSciences, eBioScience or BioLegend) were subsequently used. The antibodies used in the study are outlined as follows: For the bone marrow: CD3 PE (phycoerythrin) (clone 17A2), CD8a PE (53-6.7), CD4 PE (L3T4), CD19 PE (1D3), B220 PE (RA3-6B2), Ly6G PE (RB6-8C5), CD127 PE-Cy5 (A7R34), Sca-1 FITC (D7), C-Kit APC (2B9), viability e506. For the assessment of early thymic progenitors (ETPs), the following antibodies were used: c-Kit FITC (2B8), CD11b PE (MAC-1), CD11C PE (N418), B220 (RA3-6B2), CD3 (17A2), CD8a (53-6.7), CD19 (MB19-1), CD 127 (A7R34), Ter 119 (Ter 119), TCRB (H57-597), TCRGD (GL3), NK 1.1 (PK 136), GR1 (RB6-8C5), PanNK PE (DX5), CD25 PerCP-Cy5.5 (PC61). For other assessments in the thymus, the following antibodies were used: CD4 e450, CD8 PerCP, IgM APC, B220 FITC, fixable viability e506. For the peripheral lymph nodes and novel parathymic lobes the following antibodies were used: (i) CD31 FITC (390), CD62L PE (MEL-14), CD8 PerCP, CD44 APC (IM-7), CD4 e450, viab e506; (ii) B220 FITC, CD23 PE (B3-B4), CD21 e710 (4E3), IgM APC, CD1d e450 (1B1), viab e506, (iii) B220 FITC, CD19 PE, IgM APC, GL7 e450, viab e506. Cells were examined on a FACSCanto II (Becton Dickinson, Franklin Lakes NJ) and the data were analyzed using FlowJo (Ashland, OR). In all analyses, the primary gate was set on total lymphocytes, using forward and side scatter. Dead cells stained with Fixable Viability Dye eFluor® 506 (eBioscience) were excluded. The following were assessed in bone marrow: LSK and LK cells were identified by first gating out all Lin^-^ cells that were negative for the following lymphoid markers: CD3 (clone 2C11), CD4 (RM4-5), CD8a (53-6.7), CD19 (6D5), CD45R (RA3-6B2), Ly6G (8C5, MAC1) and Ter119). From Lin^-^ cells, those that were CD127^+^c-Kit^+^Sca-1^+^ were identified as common lymphoid progenitors (CLPs). Cells that were CD127^-^c-Kit^+^Sca-1^+^ or CD127^-^c-Kit^+^Sca-1^-^ were designated as LSK and LK progenitor cells, respectively. In the thymi: ETPs were identified by first gating out all Lin^-^ cells and then further subdividing based on CD25 and c-Kit expression. ETPs were CD25^-^c-Kit^+^ or DN, DN2 (CD25^+^c-Kit^+^), DN3 (CD25^+^c-Kit^-^) and DN4 (CD25^-^c-Kit^-^). Lin^+^ cells were divided based on CD4 and CD8 expression. In the spleen, after gating on lymphocytes and live cells, cells were analyzed based on their expression of the various epitopes examined. CD31^+^/CD31^-^ are indicative of recent thymic emigrants in the spleen.

### RT-PCR

The RNeasy Mini kit (Qiagen) was used for thymic cell mRNA extraction. Reverse transcription was performed using proprietary kits (Life Technologies, Carlsbad CA). Genes were normalized to GAPDH. RT-PCR was performed using the ABI Prism 7300 Sequence Detector (Applied Biosystems, Carlsbad CA). Thymic cells were subsequently assessed for pro-apoptotic mediator caspase-3 and pro-apoptotic mediators of the Bcl-2 family: Bid, Bim, Bax and the pro-survival mediator Bcl-xL. Bone marrow cells were assessed for chemokine receptors CCR7 and 9, and CXCR4. Whole thymic organs and novel parathymic lobes (PTLs) were assessed for the cortical marker Troma-I (keratin 8), Hsp90β1, Itgb7, CCL19 and 25, and CXCL12.

The primer sequences; GAPDH-F: 5′-ACCACAGTCCATGCCATCAC-3′; GAPDH-R: 5′-TCCACCACCCTGTTGCTGTA-3′; Bax-F: 5′-GTGAGCGGCTGCTTGTCT′3′; Bax-R: 5′-GGTCCCGAAGTAGGAGAGGA-3′; Bcl-xL-F: 5′-TGACCACCTAGAGCCTTGGA-3′; Bcl-xL-R: 5′-GCTGCATTGTTCCCGTAGA-3′; Bid-F: 5′-GTGAGGAACTTGGTTAGAAACGA-3′; Bid-R: 5′-CAGGCCAAGGTCTTTCCAT-3′; Bim-F: 5′-AGGGCGGGTACATTCTGA-3′; Bim-R: 5′-GGCGTGTTTACCCTAGTGTCTT-3′; Caspase-3-F: 5′-GAGGCTGACTTCCTGTATGCTT-3′; Caspase-3-R: 5′-AACCACGACCCGTCCTTT-3′; CCL19-F: 5′-TGTGGCCTGCCTCAGATTAT-3′; CCL19-R: 5′-AGTCTTCCGCATCATTAGCAC-3′; CCL25-F: 5′-GAGTGCCACCCTAGGTCATC-3′; CCL25-R: 5′-CCAGCTGGTGCTTACTCTGA-3′; CCR7-F: 5′-ATTTCTACAGCCCCCAGAGC-3′; CCR7-R: 5′-AGCACACCTGGAAAATGACA-3′; CCR9-F: 5′-GGCTGGTCTGCATTATCTTGA-3′; CCR9-R: 5′-CATGCCAGGAATAAGGCTTG-3′; CXCL12-F: 5′-CCAAACTGTGCCCTTCAGAT-3′; CXCL12-R: 5′-ATTTCGGGTCAATGCACACT-3′; CXCR-4-F: 5′-TGGAACCGATCAGTGTGAGT-3′; CXCR-4-R: 5′-GGGCAGGAAGATCCTATTGA-3′; HSP90β1-F: 5′-AGGGTCCTGTGGGTGTTG-3′; HSP90β1-R:5′-CATCATCAGCTCTGACGAACC-3′; ITGB7-F: 5′-TGTGCATGGTGCAAACAAC-3′; ITGB7-R: 5′-GCGAGCCAGTAGCTCCTCT-3′; Troma I-F: 5′-GGGGGTTGGGAAATGAGTAT-3′; Troma I-R: 5′-CAGAGATACAGGGCATGCAA-3′. Most of the primer sequences were designed to be intron-spanning, if applicable (https://www.roche-appliedscience.com/sis/rtpcr/upl/index.jsp?id=uplct_030000).

### Histological analysis

Thymi were snap-frozen for histological assessment. Alcohol-free Oil red O staining was performed on frozen OCT (optimal cutting temperature)-fixed, 5 μm thymic sections. Sections were dipped in Oil Red O for 10 minutes, followed by water, hematoxylin (10 dips), tap water, clarifier (10 dips), tap water, bluing agent (10 dips), tap water and aqueous mounting media was used to coverslip the sections.

### Transcriptomic microarray analysis

RNA isolation of 12-month old thymi and PTLs, subsequent cDNA generation, labeling and hybridization to Illumina Sentrix Mouse Ref-8 Expression BeadChips (Illumina) were performed as previously described [16]. We have deposited the raw transcriptomic data at GEO/ArrayExpress under accession number GSExxx. All details are MIAME compliant. Gene array data were analyzed using DIANE 6.0 as described previously [16].

### Bioinformatic analyses

Ingenuity Pathway Analysis (Redwood City, CA), was used for BioFunction and Canonical Signaling Pathway analyses for the high-dimensionality transcriptomic data. The latent semantic indexing-based natural language processor, *Textrous!* was employed for further novel informatics analyses [58, 75].

### Statistical analysis

Data are presented as mean ± SEM. Where applicable, data are represented in dot plots (Figs 5, 6, S3) to indicate the variation between data points within a study group, providing further insight as to the distribution of the data. Statistical analysis was performed using GraphPad Prism, v5. Two-way ANOVA followed by a Bonferroni post-hoc test was performed for all panels in Figs 2 and 3 and panels A-C for Fig 4. A one-way ANOVA was performed followed by a Newman Keuls test for graphs with comparisons that involved at least 3 study groups for all other figures. For comparisons with only 2 study groups, a two-tailed Student's t-test was performed. *p* ≤ 0.05 was considered significant.

## SUPPLEMENTARY MATERIALS TABLES AND FIGURES

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 1

SUPPLEMENTARY MATERIALS

Please browse the links in Full Text version of this manuscript to see Supplemental Tables.

Supplemental Tables

Table S1. Transcripts significantly regulated differentially between the GIT2KO thymus and the WT thymus. Supplemental File 1

Table S2. Full metabolic and signaling pathway analysis of transcripts significantly regulated in GIT2KO thymus compared to WT thymus. Supplemental File 2.

Table S3. IPA-based BioFunction enrichment annotation of transcripts significantly regulated in a differential manner in GIT2KO thymus compared to WT control thymus. Supplemental File 3.

Table S4. Transcripts significantly and differentially regulated in GIT2KO PTLs versus GIT2KO thymus. Supplemental File 4.

Table S5. Transcripts significantly and differentially regulated in GIT2KO PTLs versus WT thymus. Supplemental File 5.

Table S6. Venn diagram analysis of GIT2KO parathyroid lobe (PTL) transcriptomic profiles. Supplemental File 6.

Table S7. TextRous!-based natural language collective processing output from the core of 30 GIT2KO PTL-regulated transcripts. Supplemental File 7.

Table S8. Canonical signaling pathway analysis of transcripts significantly regulated in GIT2KO thymus compared to WT thymus. Supplemental File 8.

Table S9. Canonical signaling pathway analysis of transcripts significantly regulated in GIT2KO PTLs compared to GIT2KO thymus. Supplemental File 9.

Table S10. Transcripts significantly regulated differentially between the GIT2KO inguinal lymph node (ILN) and WT ILN. Supplemental File 10.

Table S11. Transcripts significantly regulated differentially between the GIT2KO mesenteric lymph node (MLN) and WT MLN. Supplemental File 11.

Table S12. Transcripts significantly regulated differentially between the GIT2KO spleen and WT spleen. Supplemental File 12.

Table S13. Venn diagram separation of transcripts significantly regulated differentially between the GIT2KO inguinal lymph node (ILN), mesenteric lymph node (MLN), Spleen and Thymus compared to WT tissue counterparts. Supplemental File 13.

Table S14. Collective Processing TextRous! analysis of coherently-regulated transcripts common across GIT2KO ILN, MLN, spleen and thymus tissues. Supplemental File 14.

Table S15. Ingenuity Pathway Analysis-based canonical signaling pathway analysis of significantly regulated transcripts differential between GIT2KO ILN compared to WT controls. Supplemental File 15.

Table S16. IPA-based canonical signaling pathway analysis of significantly regulated transcripts differential between GIT2KO MLN compared to WT controls. Supplemental File 16.

Table S17. IPA-based canonical signaling pathway analysis of significantly regulated transcripts differential between GIT2KO spleen compared to WT controls. Supplemental File 17.

Table S18. Venn diagram analysis of significantly populated Ingenuity Pathway Analysis canonical signaling pathways from GIT2KO versus WT control ILN, MLN, spleen and thymus transcriptomic data. Supplemental File 18.

Table S19. Enrichr-based Reactome-2015 analysis of SASP (senescence-associated secretory phenotype) factors affected by GIT2 deletion. Supplemental File 19.

Supplemental Figures.

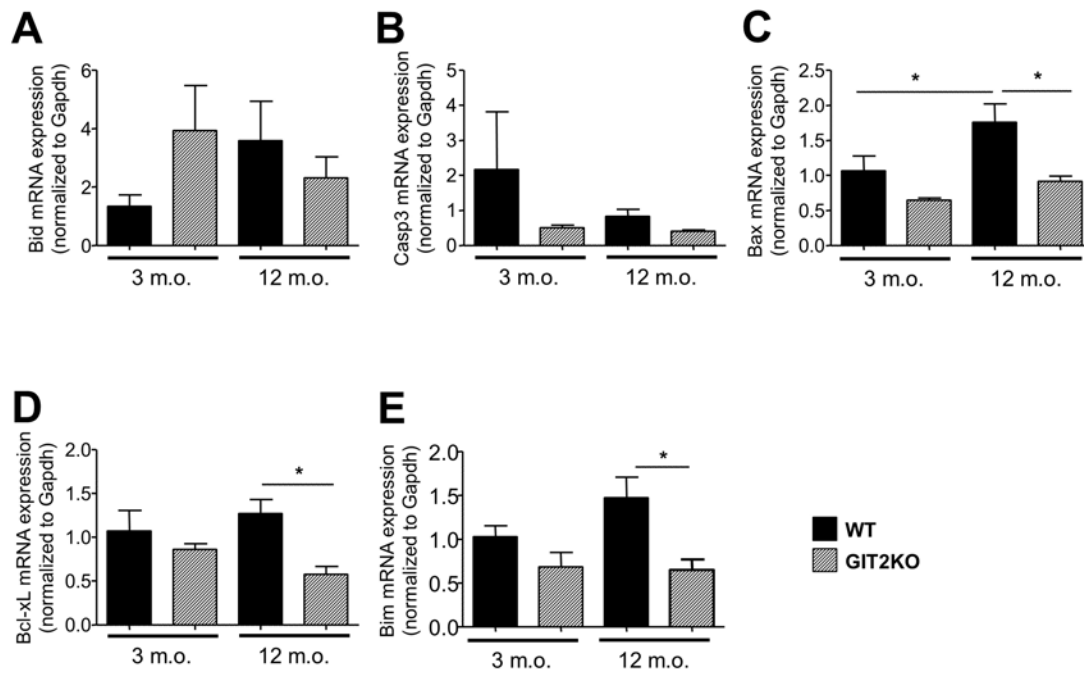

Figure S1. Altered apoptotic marker expression in GIT2KO thymocytes. Thymocyte transcript expression of apoptotic regulators Bid (A), caspase-3 (B), Bax (C), Bcl-xL (D) and Bim (E). All values indicated are mean ± SEM. For line charts (A-C) WT data is indicated with solid lines, GIT2KO data with dashed lines. For histograms, WT data are represented by black bars with GIT2KO data represented by lined bars. Months of age is abbreviated to m.o. *p<0.05, **p<0.01.

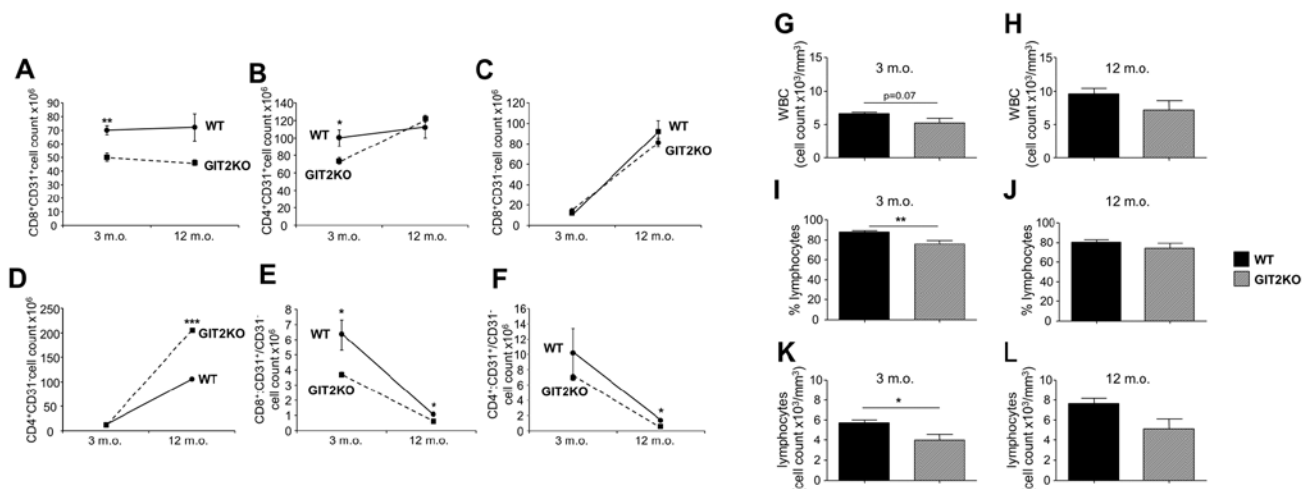

Fig S2

Figure. S2 GIT2 genomic depletion affects functional T cell development and circulating white cell status. WT and GIT2KO total cell counts for splenic CD8⁺CD31⁺ cells (A) and CD4⁺CD31⁺ cells (B). WT and GIT2KO total cell counts for splenic CD8⁺CD31⁻ cells (C) and CD4⁺CD31⁻ cells (D). CD8⁺CD31⁺/CD31⁻ cell count ratios in WT and GIT2KO spleen (E). CD4⁺CD31⁺/CD31⁻ cell count ratios in WT and GIT2KO spleen (F). Total white blood cell (WBC) counts for 3 month old WT and GIT2KO mice (G). (H) Total WBC counts for 12 month old WT and GIT2KO mice. (I) Total percentage lymphocyte measurements for 3 month old WT and GIT2KO mice. (J) Total percentage lymphocyte measurements for 12 month old WT and GIT2KO mice. (K) Total lymphocyte cell counts for 3 month old WT and GIT2KO mice. (L) Total lymphocyte cell counts for 12 month old WT and GIT2KO mice. All values indicated are mean $\pm$ SEM. WT data are represented by black bars with GIT2KO data represented by lined bars. Months of age is abbreviated to m.o. *p<0.05, **p<0.01, ***p<0.001.

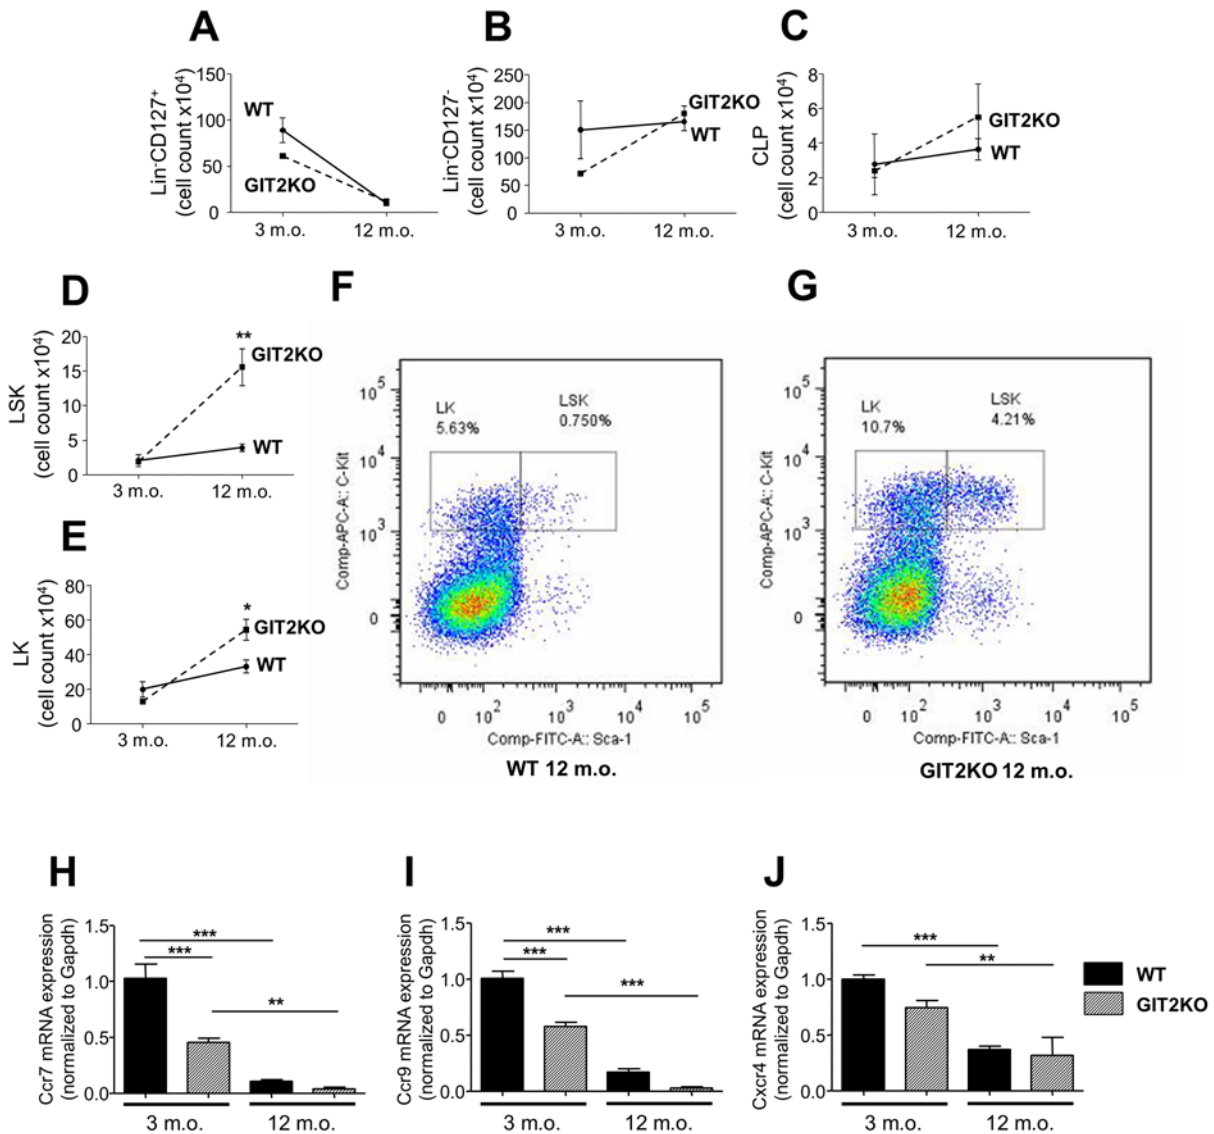

Figure S3 Hematopoietic precursors for T cell development in WT and GIT2KO mouse bone marrow. Cell counts for Lin⁺CD127⁺ (A), Lin⁺CD127⁻ (B) and CLP (common lymphoid progenitors: C) were not significantly different between WT and GIT2KO mice. LSK (Lin⁺CD127⁻Sca-1⁺c-Kit⁺: (D)) and LK (Lin⁺CD127⁻Sca-1⁻c-Kit⁺: (E)) were up-regulated in GIT2KO mice in an age-dependent manner. Representative FACS images are represented for WT (F) and GIT2KO (G) bone marrow extracts. In each panel (F-G) x-axes represents increasing Sca-1 and y-axes represent increasing c-Kit. Bone marrow transcript expression for CCR7 (H), CCR9 (I) or CXCR4 (J) in WT and GIT2KO mice. All values indicated are mean $\pm$ SEM. For line charts WT data is indicated with solid lines, GIT2KO data with dashed lines. For histograms, WT data are represented by black bars with GIT2KO data represented by lined bars. Months of age is abbreviated to m.o. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

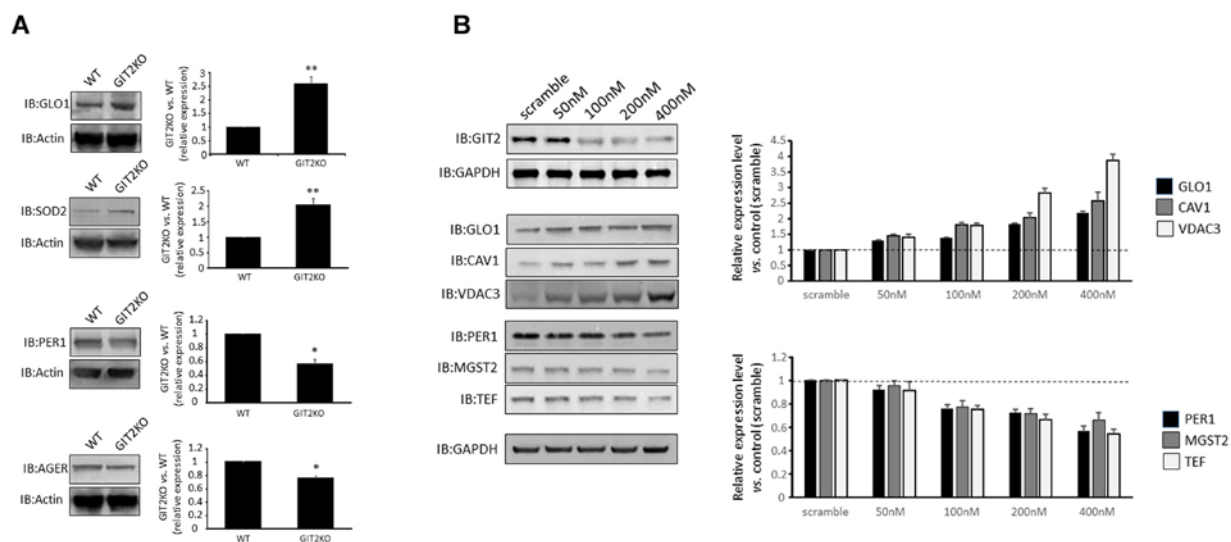

Figure S4. GIT2-dependent protein expression analysis reinforces transcriptomic microarray data. Protein expression data for both GIT2-dependent upregulation and downregulation (IB – immunoblot) in thymi from GIT2KO mice (**A**). For each representative blot quantification a quantitative histogram is depicted. Data represented is mean $\pm$ SEM (n=3). *p<0.05, **p<0.01. Endogenous GIT2 expression was attenuated in cultured Jurkat cells using a combination of GIT2 siRNA (50-400nM final concentration). Immunoblots for proteins suggested by transcriptomic microarray analysis were performed, for both upregulated and downregulated factors (**B**).

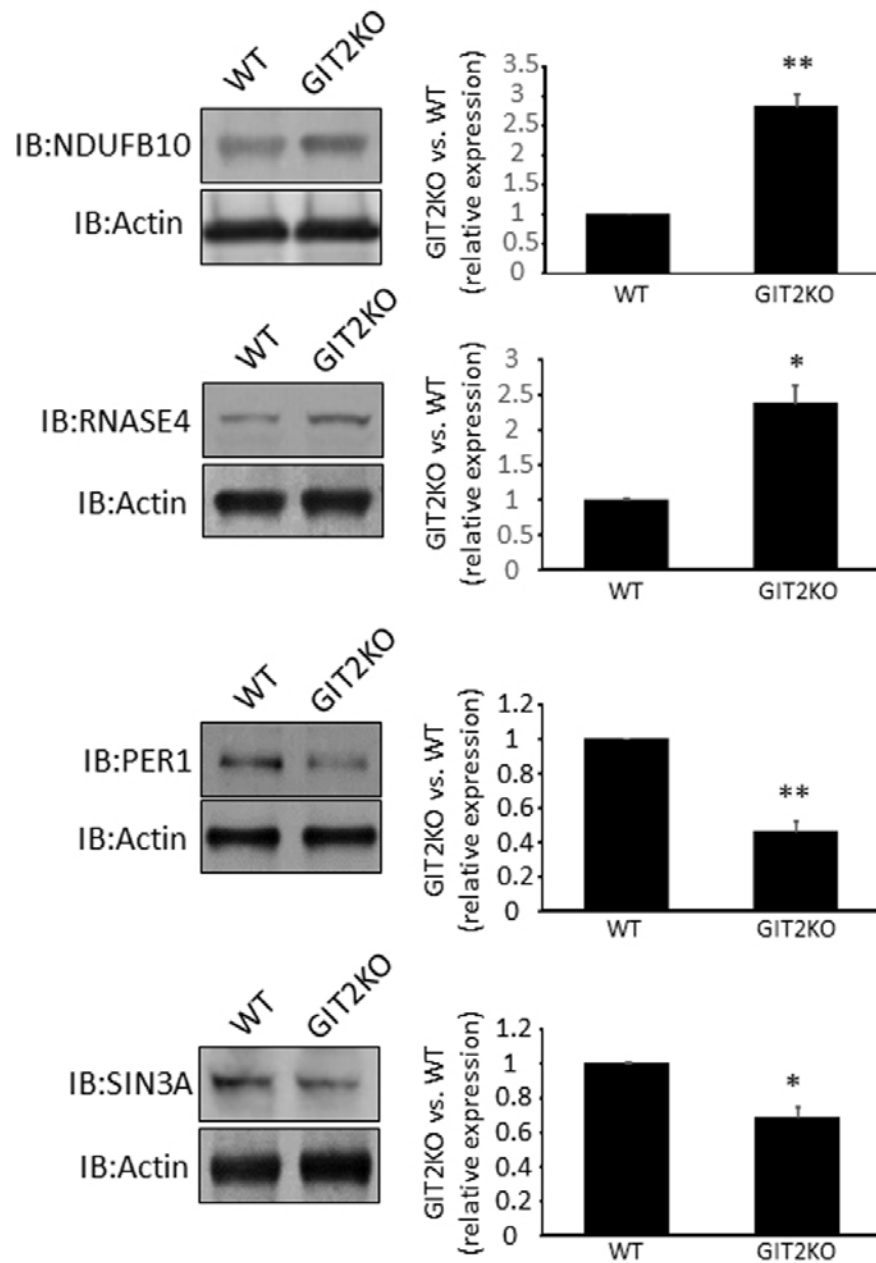

Figure S5. GIT2-dependent protein expression analysis reinforces transcriptomic microarray data in spleen. Protein expression data for both GIT2-dependent upregulation and downregulation (IB – immunoblot) in spleen from GIT2KO mice (A). For each representative blot quantification a quantitative histogram is depicted. Data represented is mean $\pm$ SEM (n=3). *p<0.05, **p<0.01.

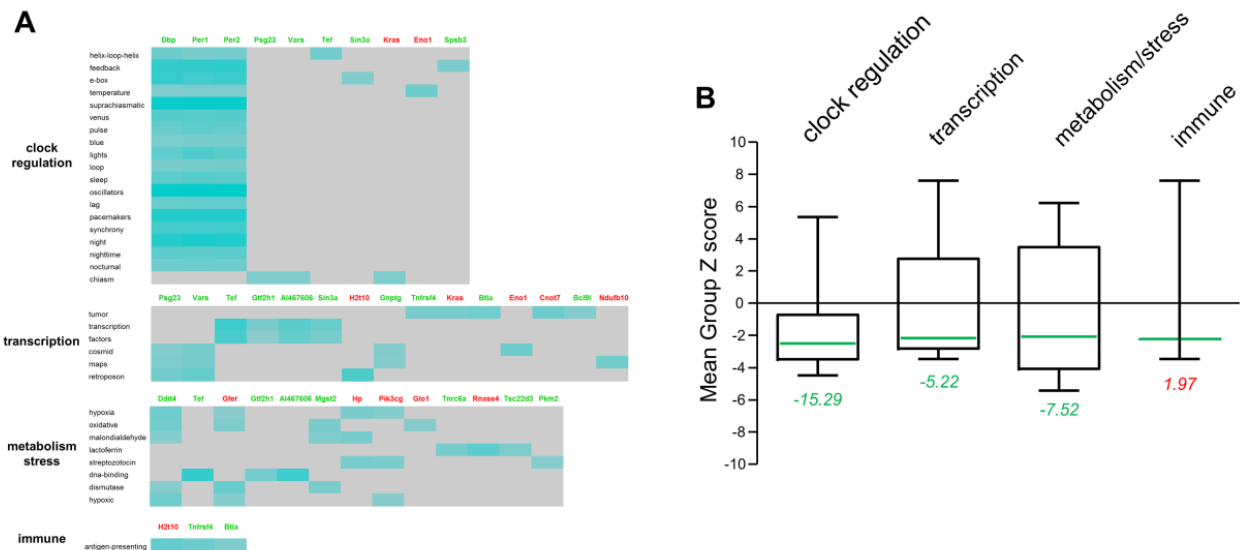

Figure S6. LSI-based analysis of GIT2KO-specific, cross-tissue immune regulatory factors. Individual semantic processing heatmaps of the strongest individual transcript-word associations generated using the input of the 40 transcripts coherently regulated in GIT2KO mice across ILN, MLN, spleen and thymus tissues. The strength of the latent semantic associations between input transcript identities (arranged in columns: upregulated in GIT2KO vs. WT are depicted in red; downregulated in GIT2KO vs. WT in green) and the extracted scientific words (arranged in rows) are indicated in a scale from grey (no correlation) to increasing densities of teal (strongest correlations) (**A**). The semantically-associated words were then clustered into functional groups: ‘clock regulation’; ‘transcription’; ‘metabolism/stress’; ‘immune’. For the four functional categories indicated in panel A – the mean geometric group Z score is indicated (mean $\pm$ 95% confidence limit range) in panel (**B**). In the histogram the mean Z score value is indicated by the solid green line and the number in italics associated with each column represents the cumulative group Z score value – calculated by the summation of the individual z ratios of the significantly-regulated transcripts linked with that specific group (green indicates a negative cumulative Z score, red indicates a positive cumulative Z score).

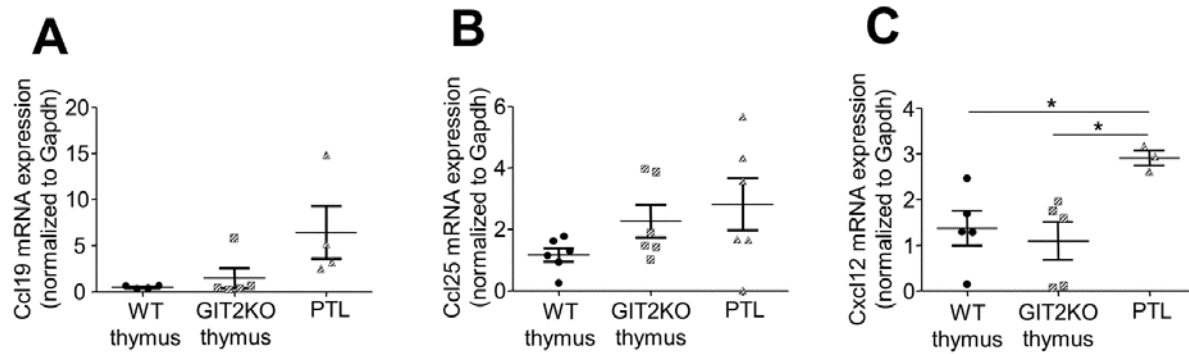

Figure S7 Chemokine ligand transcript expression patterns in GIT2KO parathyroid lobes. Transcript expression for CCL19 (A), CCL25 (B) and CXCL12 (C) was measured in WT thymus, GIT2KO thymus and in GIT2KO PTLs. All values indicated are mean $\pm$ SEM. WT data are represented by solid black objects and GIT2KO data are represented by lined objects. *p<0.05, **p<0.01.

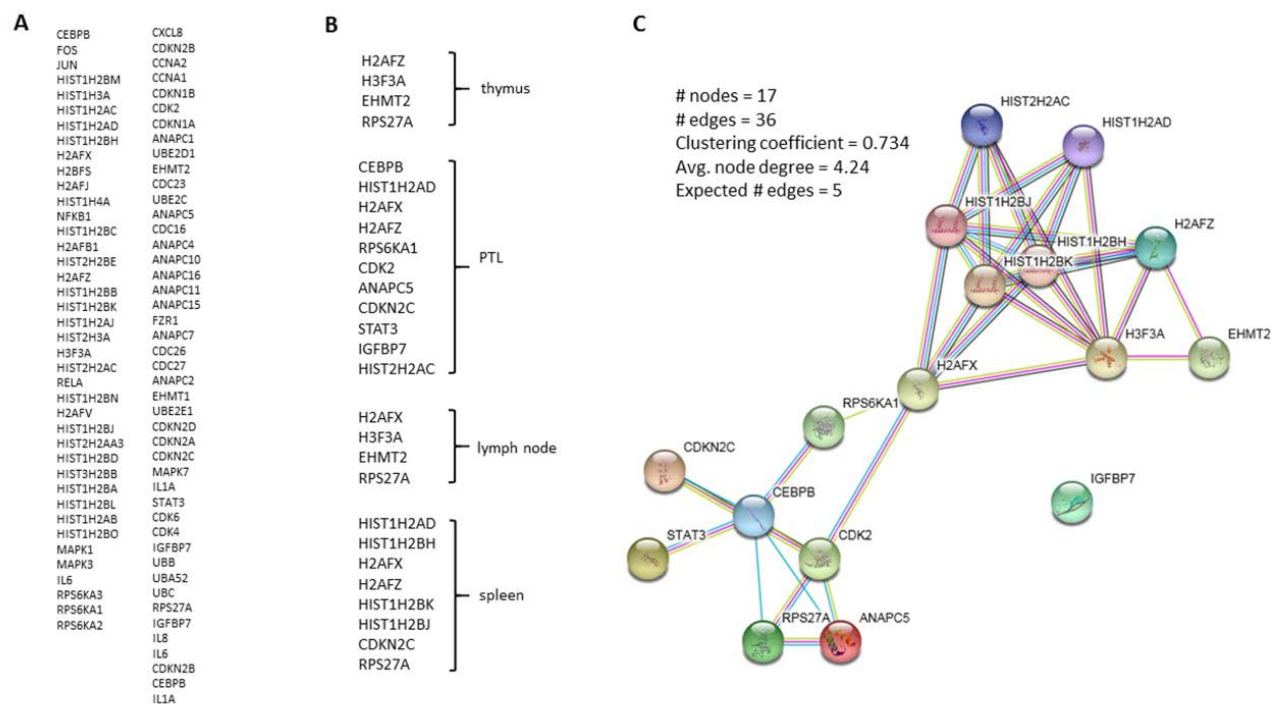

Figure S8. Functional overlap between the canonical senescence-associated secretory pathway (SASP) and the GIT2KO molecular phenotype. An unbiased SASP pathway data list was obtained from REACTOME (www.reactome.org) (**A**). Transcripts significantly altered in the respective tissues (thymus, PTL – parathymic lobe, lymph nodes, spleen) that are found in the canonical SASP list. Functional interaction network analysis (STRING – <http://string-db.org/>: high network confidence applied) using the 17 GIT2KO-altered SASP-overlapping transcripts demonstrates a strong interconnectivity between the GIT2KO and SASP phenotypes.

SUPPLEMENTARY MATERIALS AND METHODS

Western Blotting

Cell and tissue lysates were prepared using a standard RIPA buffer containing 0.1% SDS (Janssens et al., 2015). All protein extracts were quantified using BCA reagent (ThermoScientific, Rockford IL) and then normalized for each specific experiment before resolution with SDS-PAGE and semi-dry electrotransfer (Bio-Rad, Hercules CA) to PVDF membranes (PerkinElmer Life Sciences; Waltham MA). Membranes were blocked using a 4% bovine serum albumin for Western blot and primary antibody immune-reactive complexes were identified using alkaline phosphatase-conjugated secondary antisera (Sigma-Aldrich, St. Louis MO) with enzyme-linked chemifluorescence (GE Healthcare) as described previously (Martin et al., 2016). Primary antibodies specific for glyoxalase 1 (GLO1: 6F10: ab81461), superoxide dismutase 2 (SOD2: ab13533), period 1 (PER1: ab3443), receptor for advanced glycation endproducts (AGER: ab37647), RNase 4 (RNASE4: ab200717), microsomal glutathione S-transferase 2 (MGST2: ab208802) and thyrotrophic embryonic factor (TEF: ab48836) were obtained from Abcam (Cambridge MA). Primary antibodies specific for glyceraldehyde-3-phosphate dehydrogenase (GAPDH: I-19), caveolin 1 (CAV1: N-20) and voltage-dependent anion-selective channel protein 3 (VDAC3: H-40) were obtained from Santa Cruz Biotechnology (Santa Cruz CA). A primary antibody specific for Paired amphipathic helix protein Sin3a (SIN3A: NB600-1263) was obtained from Novus Biologicals (Littleton CO). A primary antibody specific for NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10 (NDUFB1010: 15589-1-AP) was obtained from, ProteinTech (Chicago IL). A primary antibodies specific for G protein-coupled receptor kinase-interactor 2 (GIT2: A302-102A) was obtained from Bethyl Laboratories Inc. (Montgomery TX).

Cellular RNA interference

Human Jurkat cells (obtained from ATCC: clone E6-1) were maintained at 37°C in a 5% CO₂ atmosphere in RPMI media (Sigma-Aldrich, St. Louis MO) supplemented with 10% fetal bovine serum (Sigma-Aldrich, St. Louis MOI) as recommended by ATCC (<https://www.lgcstandards-atcc.org/en.aspx>). Human GIT2 siRNA (Santa Cruz) was a pool of 3 target-specific 19-25 nt siRNAs. Control siRNA-A consists of a scrambled sequence that will not lead to the specific degradation of any cellular mRNA. Sequences of siRNAs: GIT2-A: Sense: CCAAUAAAGCGG

AAUUCAU; Antisense: AUGAAUCCGCUUUAUUGG. GIT2-B: Sense: GUACUCAUCAA CACG AAAU; Antisense: AUUUCGUGUUGAUGAGUAC. GIT2-C: Sense: GCGUUGAGAG UCAAGACAA; Antisense: UUGUCUUGACUCUCAACGC. Control siRNA-A: Sense: UUCU CCGAACGUGUCACGU; Antisense: CGUGACACGUUCGGAGAA. Jurkat cells were transfected with siRNA oligos using Lipofectamine RNAi MAX (Life Technologies, Carlsbad CA) according to the manufacturer's protocol.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 2

**Table S1. Transcripts significantly regulated differentially between the GIT2KO thymus and the WT thymus.** The official Gene Symbol, transcript description and associated Z ratios for the comparison of the GIT2KO thymus *vs.* WT thymus at the 12 month time point are indicated. Each transcript was significantly regulated at p<0.05, with a Z ratio >± 1.5.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 3

**Table S2. Full metabolic and signaling pathway analysis of transcripts significantly regulated in GIT2KO thymus compared to WT thymus.** Ingenuity Pathway Analysis-based canonical signaling pathway analysis was performed using the input transcripts significantly regulated in a differential manner in the GIT2KO thymus compared to the WT thymus at 12 months of age. For each significantly-populated pathway the following indices are described: -log10 p-value of pathway enrichment (-log(-value)); enrichment ratio (Ratio); number of primary data downregulated transcripts populating the specific pathway expressed as a number of input data transcripts out of the total number of known transcripts comprising that pathway (Downregulated); number of transcripts populating the specific pathway demonstrating no expression polarity data (No-change); number of primary data upregulated transcripts populating the specific pathway expressed as a number of input data transcripts out of the total number of known transcripts comprising that pathway (Upregulated); total number of transcripts, outside of those used as primary input data populating the specific pathway expressed as a number of input data transcripts out of the total number of known transcripts comprising that pathway (No overlap with dataset).

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 4

**Table S3. IPA-based BioFunction enrichment annotation of transcripts significantly regulated in a differential manner in GIT2KO thymus compared to WT control thymus.** For each significantly-enriched BioFunction the resultant probability of enrichment (p-Value) and the predicted BioFunction stimulation (positive activation z score) or inhibition (negative activation z score) are indicated.

| **IPA BioFunction** | **p-Value** | **Activation z-score** |
| --- | --- | --- |
| concentration of ATP | 1.53E-04 | 2.55 |
| hypoplasia of lymphoid organ | 3.23E-04 | 2.427 |
| synthesis of fatty acid | 2.76E-04 | 2.093 |
| quantity of bone | 1.86E-05 | 2.088 |
| advanced malignant tumor | 1.79E-06 | 2.084 |
| hypoplasia of primary lymphoid organ | 2.90E-04 | 2.008 |
| diffuse lymphoma | 1.11E-04 | -2 |
| cell death of muscle cells | 1.01E-05 | -2.009 |
| phagocytosis of cells | 2.13E-05 | -2.02 |
| quantity of natural killer cells | 3.91E-05 | -2.024 |
| quantity of T lymphocytes | 2.54E-06 | -2.109 |
| proteinuria | 7.84E-04 | -2.115 |
| transcription | 9.68E-10 | -2.185 |
| generation of reactive oxygen species | 8.26E-06 | -2.253 |
| activation of cells | 1.74E-05 | -2.26 |
| interstitial fibrosis | 7.11E-04 | -2.333 |
| quantity of lymphocytes | 4.20E-08 | -2.447 |
| proliferation of fibroblasts | 1.73E-09 | -2.553 |
| expression of RNA | 1.11E-09 | -2.718 |
| quantity of cells | 6.01E-09 | -2.725 |
| quantity of leukocytes | 7.46E-08 | -2.753 |
| quantity of blood cells | 2.19E-09 | -2.951 |

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 5

**Table S4. Transcripts significantly and differentially regulated in GIT2KO PTLs versus GIT2KO thymus.** For each significantly-regulated (p<0.05; Z ratio >± 1.5) transcript the Official Gene Symbol, Transcript description and expression z ratio (GIT2KO PTL versus GIT2KO thymus) is indicated.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 6

**Table S5. Transcripts significantly and differentially regulated in GIT2KO PTLs versus WT thymus.** For each significantly-regulated (p<0.05; Z ratio >± 1.5) transcript the Official Gene Symbol, Transcript description and expression z ratio (GIT2KO PTL versus WT thymus) is indicated.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 7

**Table S6. Venn diagram analysis of GIT2KO parathymic lobe (PTL) transcriptomic profiles.** Table represents the expression patterns generated using a three-way quantitative Venn diagram approach. For each specific transcript, identified by its Official Gene Symbol, the normalized z ratios for the following comparisons are indicated: GIT2KO PTL vs. GIT2KO thymus; PTL vs. WT thymus and the GIT2KO thymus vs. WT thymus. Transcripts annotated with an asterisk represent the 30 common, contra-regulated transcripts associated with idiosyncratic PTL function.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 8

**Table S7. *Textrous!-*based natural language collective processing output from the core of 30 GIT2KO PTL-regulated transcripts**. For each extracted word, associated with the full 30 transcript data collection used as the basic input, the resultant Cosine Similarity score, total Z-score and semantic association probability (Probability) are indicated.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 9

**Table S8. Canonical signaling pathway analysis of transcripts significantly regulated in GIT2KO thymus compared to WT thymus.** Ingenuity Pathway Analysis (IPA)-based canonical signaling pathway analysis (combining Cellular Signaling and Metabolic Pathway Signaling) was performed using the input transcripts significantly regulated in a differential manner in the GIT2KO thymus compared to the WT thymus at 12 months of age. The enrichment probability (indicated as a negative log_10_ of p-value) and ratio for each significantly-populated pathway is indicated. The numbers (and percentages) of transcripts (downregulated, upregulated, unchanged or non-overlapping) from the input experimental data populating the specific IPA pathways are indicated. For downregulated/upregulated transcripts each value indicates the number of identified experimental transcripts as a percentage of the total number of transcripts comprising that pathway (experimental/total) expressed as a percentage of the total pathway (% in parentheses). All pathways are populated by at least two independent experimental transcripts with a probability of at least <0.05. Signaling pathways are ranked in order of the pathways with the greatest percentage downregulated of constituent transcripts first.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 10

**Table S9. Canonical signaling pathway analysis of transcripts significantly regulated in GIT2KO PTLs compared to GIT2KO thymus.** Canonical signaling pathway analysis (IPA: combining Cellular Signaling and Metabolic Pathway Signaling) was performed using the input transcripts significantly regulated in a differential manner in the GIT2KO thymus compared to the WT thymus at 12 months of age. The enrichment probability (indicated as a negative log_10_ of p-value) and ratio for each significantly-populated pathway is indicated. The numbers (and percentages) of transcripts (downregulated, upregulated, unchanged or non-overlapping) from the input experimental data populating the specific IPA pathways are indicated. For downregulated/upregulated transcripts each value indicates the number of identified experimental transcripts as a percentage of the total number of transcripts comprising that pathway (experimental/total) expressed as a percentage of the total pathway (% in parentheses). All pathways are populated by at least two independent experimental transcripts with a probability of at least <0.05. Signaling pathways are ranked in order of the pathways with the greatest percentage upregulated of constituent transcripts first.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 11

**Table S10. Transcripts significantly regulated differentially between the GIT2KO inguinal lymph node (ILN) and WT ILN.** The official Gene Symbol, transcript description and associated Z ratios for the comparison of the GIT2KO ILN *vs.* WT ILN at the 12 month time point are indicated. Each transcript was significantly regulated at p<0.05, with a Z ratio >± 1.5.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 12

**Table S11. Transcripts significantly regulated differentially between the GIT2KO mesenteric lymph node (MLN) and WT MLN.** The official Gene Symbol, transcript description and associated Z ratios for the comparison of the GIT2KO MLN *vs.* WT MLN at the 12 month time point are indicated. Each transcript was significantly regulated at p<0.05.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 13

**Table S12. Transcripts significantly regulated differentially between the GIT2KO spleen and WT spleen.** The official Gene Symbol, transcript description and associated Z ratios for the comparison of the GIT2KO spleen *vs.* WT spleen at the 12 month time point are indicated. Each transcript was significantly regulated at p<0.05, with a Z ratio >± 1.5.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 14

**Table S13. Venn diagram separation of transcripts significantly regulated differentially between the GIT2KO inguinal lymph node (ILN), mesenteric lymph node (MLN), Spleen and Thymus compared to WT tissue counterparts.** The official Gene Symbol and associated Z ratios for the comparisons of the GIT2KO *vs.* WT tissues at the 12 month time point are indicated. Each transcript was significantly regulated at p<0.05, with a Z ratio >± 1.5.

.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 15

**Table S14. Collective Processing *Textrous!* analysis of coherently-regulated transcripts common across GIT2KO ILN, MLN, spleen and thymus tissues.** For each semantically-associated word generated by *Textrous!*, the Cosine Similarity score, association probability and association Z score are represented.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 16

**Table S15. Ingenuity Pathway Analysis-based canonical signaling pathway analysis of significantly regulated transcripts differential between GIT2KO ILN compared to WT controls.** For each canonical signaling pathway the –log_10_ p value, enrichment ratio (Ratio), downregulated pathway-populating transcript numbers (Downregulated) and upregulated pathway-populating transcript numbers (Upregulated) are represented.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 17

**Table S16. IPA-based canonical signaling pathway analysis of significantly regulated transcripts differential between GIT2KO MLN compared to WT controls.** For each canonical signaling pathway the –log_10_ p value, enrichment ratio (Ratio), downregulated pathway-populating transcript numbers (Downregulated) and upregulated pathway-populating transcript numbers (Upregulated) are represented.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 18

**Table S17. IPA-based canonical signaling pathway analysis of significantly regulated transcripts differential between GIT2KO spleen compared to WT controls.** For each canonical signaling pathway the –log_10_ p value, enrichment ratio (Ratio), downregulated pathway-populating transcript numbers (Downregulated) and upregulated pathway-populating transcript numbers (Upregulated) are represented.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 19

**Table S18. Venn diagram analysis of significantly populated Ingenuity Pathway Analysis canonical signaling pathways from GIT2KO versus WT control ILN, MLN, spleen and thymus transcriptomic data.** For each significantly-populated signaling pathway the Z score (calculated by subtracting the number of downregulated transcripts populating the specific pathway from the number of upregulated transcripts populating the specific pathway. A Z score of 0 was nominally considered to be a positive value.

# Supplementary material for: Genomic deletion of GIT2 induces a premature age-related thymic dysfunction and systemic immune system disruption
**Source:** Aging (Albany NY). 2017 Mar 4;9(3):706–30. doi: 10.18632/aging.101185
**Supplement:** Supplementary file 20

**Table S19. Enrichr-based Reactome-2015 analysis of SASP (senescence-associated secretory phenotype) factors affected by GIT2 deletion.** The seventeen common proteins observed between multiple GIT2KO immune tissues and a canonical SASP pathway list were used as the input data for Enrichr pathway analysis. For each resultant enriched pathway term (p<0.05) the adjusted P value of pathway enrichment as well as the combined pathway ranking score (Combined Score) is reported.

How the deposited data were processed for this re-analysis (not part of the article)

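The authors measured RNA on Illumina MouseRef-8 bead arrays and took signal intensities and their detection values from GenomeStudio 2011.1. The intensity values used here are the non-normalized signals as deposited, before any normalization, for 31 arrays of 27 samples and 25697 probes. The detection p-value of each probe and array was made by the authors in GenomeStudio, from the negative control beads, and is deposited beside each signal. The score values deposited by the authors are log10 signals z-transformed per array to mean 0 and SD 1, with array medians between −0.5 and −0.41, and recomputing them from the signals gave the same values. The authors then took Z ratios, called transcripts at p under 0.05, for which they state no adjustment, and a Z ratio of at least 1.5 in size, and drew pathway terms from these lists. Z ratios recomputed from the deposited values correlate at 0.997–1 with those of the supplementary tables, which ties the samples used here to the comparisons of the paper.

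From the deposited intensities on, neqc of limma 3.58.1 (R 4.3.3) subtracted background with the detection p-values, added an offset of 16, quantile-normalized all arrays and took log2. Repeat arrays of 4 samples were averaged with the first. A repeat array differed from its first array with an SD of 0.2–0.3 over probes, below the lowest SD of 0.3–0.57 to other samples of the group. Probes detected (detection p under 0.05) on at least 3 samples were kept, which left 15053 probes of 10341 genes, 2716 of them with over 1 tested probe. A symbol was taken from the array's annotation for 23978 probes, and 1719 probes carry none. Counts are of probes, called transcripts, and a gene is given by its tested probe with the highest mean log2 signal.

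A single linear model held the 9 groups of 3 samples, from 7 animals, and every comparison was a contrast in it, tested with the moderated statistics of limma with a trend in the mean. Adjusted p is Benjamini-Hochberg over all tested probes of 1 comparison. The genes named are those the paper names, up to 10 per direction with the largest differences among those passing, and the leading members of each gene list. When a group did not detect a gene, its fold is given as a lower bound, with the undetected values raised to the array's detection limit. Whether a GIT2KO effect differs between the tissues was tested with a moderated F test in limma over the 4 contrasts. Gene lists, 35 in number and written from general knowledge of pathways and cell types, were tested with camera (limma) at a preset correlation of 0.01, adjusted over the lists of a comparison. They were tested again with an estimated correlation, and with fry. Counts of list members are given over all genes and adjusted over the list alone.

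PTL and GIT2KO thymus share animals GIT2KO1 and GIT2KO2. After removal of group means, these pairs correlate at −0.07 to 0.07, and other pairs at −0.26 to 0.21, so the comparison was left unpaired. With the animal as a fixed block it calls 4535 transcripts in place of 6144, and with the animal as a random block 6272. GIT2KO and WT samples share only a replicate number, and no pairing was used for them.

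In data simulated from the spreads of the real probes, 98.4–100% of changes of log2 2 were recovered, 68.2–76.4% of those of 1, and 6.45–17.7% of those of 0.5, with 1–11 false calls in 115–142. A simulated effect in the thymus alone was found for 188 of 200 transcripts by the F test. A transcript that does not pass is therefore often too small a change for 3 and 3 samples, and not shown to be unchanged.

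Alternatives tried for the counts of each comparison were no background correction, z-transformed log10 values, the deposited scores, no filter, a filter by group, a fit of the compared groups alone, replicate and animal blocks, each array of a repeated sample alone, robust estimation, the thresholds of the paper, the test of its methods section, and leaving out each sample. Those that apply to them were tried for the principal components, the gene lists and the F test. Covariates for the adipocyte markers and for array brightness were added later. Left out were the RT-PCR, protein and cell sorting results, which are not among the array values, the pathway terms of the commercial database, and the text mining of the word clouds. Genes without a probe bearing their name on this array have no value here.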

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

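Tests with the mean of the adipocyte markers as a covariate were chosen only after the result was seen, as were the comparisons of PTL with GIT2KO ILN and MLN and the array brightness covariate.

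Transcripts that differ the same way in all 4 tissues of GIT2KO mice include several that are near absent in 1 genotype, such as Trim30a, Thumpd1 and H2-Bl. Of the 77 genes in this pattern, 33 have another of its genes among the 10 tested genes on either side, against a mean of 10.5 in 10000 random gene sets (permutation p = 1e-04, 95th percentile 18). This is consistent with variant chromosome segments that the GIT2KO and WT mice do not share, since 31 genes have such a neighbour of another family name, where the 95th percentile is 17. A segment around the Git2 locus alone cannot account for the pattern, as only 1.3% of the genes lie within 100 tested genes of Git2, and the pattern is spread over 17 chromosomes. The 33 include Glo1, Mgst2, Pik3cg, Tsc2 and Twistnb. In the paper, siRNA against GIT2 in Jurkat cells raised Glo1 and lowered Mgst2 protein. Whether single genes of the pattern respond to the loss of GIT2 stays open, because the 33 neighbours may also share regulation. The paper also describes both groups as C57BL/6, and genotypes of the animals are not used here.

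Clock output genes were lower in all 4 tissues. If GIT2KO and WT tissues had been taken at different phases of the clock, the genes that peak opposite (Nfil3, Clock, Arntl) would lie higher, and their median was above 0 in 2 of the 4 tissues (0.23, 0.17, −0.03 and −0.03 in thymus, ILN, MLN and spleen), which cannot tell. Less glucocorticoid signaling when the tissues were taken remains possible: without Tsc22d3 and Ddit4 the list of 15 glucocorticoid-induced genes passes downward in camera in 3 tissues (adjusted p = 0.000174, 0.0114 and 0.0274 in ILN, MLN and spleen), which is consistent with it, and in none with an estimated correlation (adjusted p = 0.239, 0.528 and 0.41). In thymus that list had a median of −0.18 and did not pass (adjusted p = 0.308). Collection hours and hormone levels, which would part these explanations from a direct effect of GIT2, were not found in the paper's methods or the sample labels, which give the light cycle, the fast before sampling, and handling of both groups in equal numbers per day and in random order.

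Oxidative phosphorylation genes rose in GIT2KO thymus by a median of 0.5 (median SE 0.17), along with adipocyte markers. With fat tissue in the samples as the explanation, the adipocyte mean as a covariate leaves a median of 0.21 (median SE 0.21) with 1 gene past the threshold, yet the list still passes in camera (adjusted p = 0.000445), which cannot tell. A difference in overall brightness between the arrays is not the whole cause, since the median is 0.43 with log2 mean raw signal as a covariate and 29 genes still rise. The adipocyte means of the 2 thymus groups do not overlap, so the covariate also takes away much of any genotype effect. The paper's methods describe Oil Red O staining of thymus sections, and its results give no measure of fat from them. Such a measure, or sorted cells, of the same thymi would be needed to part the 2.

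The effect of GIT2KO differs between the 4 tissues for 1239 transcripts, which no comparison of the paper tests, and for 44, 431 and 395 without replicate 1, 2 or 3.

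The GIT2KO effect on respiratory genes was larger in thymus by a median of 0.39 over ILN, 0.42 over MLN and 0.13 over spleen, a difference between tissues that is lost with an estimated correlation (adjusted p = 0.578, 0.578 and 0.788).

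That on adipocyte markers was larger in thymus by 1.35 over ILN, 1.48 over MLN and 1.26 over spleen, a difference between tissues that is lost as well (adjusted p = 0.578 for each with an estimated correlation).

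Neutrophil markers differ between tissues at the preset correlation, with the GIT2KO effect in thymus 0.64 above that in ILN and −1.94 relative to spleen (adjusted p = 0.725 and 0.578 with an estimated correlation), and 0.18 above MLN without passing (adjusted p = 0.568).

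Erythroid markers differ between tissues at the preset correlation, with the effect in thymus 0.37 above ILN, 0.52 above MLN and −1.45 relative to spleen (adjusted p = 0.669, 0.714 and 0.714 with an estimated correlation).

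PTL differ from GIT2KO ILN in 653 transcripts and from GIT2KO MLN in 840, comparisons that the data allow and the paper does not report.

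Adipocyte markers with a median rise of 2.31 in GIT2KO thymus are data that the paper does not examine.

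The same holds for neutrophil markers (median 2.16) and erythroid markers (median 1.68) in GIT2KO spleen, which the paper does not take up.

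B cell markers, higher in PTL than in GIT2KO thymus by a median of 3.13, are also left unexamined in its array results.

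Splits of 6 samples into 3 and 3 number 10, too few for a share under 0.05, so whether grouping by chance gives such counts cannot be tested for single comparisons. The real split called the most transcripts (1 of 10) in every comparison: 2615 against 88 at most otherwise in thymus, 384 against 2 in ILN, 331 against 1 in MLN, 3790 against 363 in spleen, 6144 against 73 for PTL and GIT2KO thymus, 7101 against 6 for PTL and WT thymus, 653 against 2 for PTL and ILN, and 840 against 1 for PTL and MLN. For shared transcripts of the 4 tissues the real split, 1 of 10, gave 88 and the others 0. Gene list counts were reached by 7 of 10 splits in thymus (8 lists, highest other 19), 1 in ILN (10, 9), 3 in MLN (8, 10), 1 in spleen (11, 9), 7 for PTL and GIT2KO thymus (13, 16) and 3 for PTL and WT thymus (15, 20). Where other splits call more lists than the real one, the number of lists does not speak for the grouping, and the cause was not tested.

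Assignments of the PTL and thymus samples to 3 groups at random gave as many shared transcripts in 1 of 100 draws, the real one, with 1 at most otherwise against 570. For the effect that differs between tissues, 4 of 100 draws, the real one included, reached the real count, with 5097 as the highest. Draws that swap the genotypes of whole tissues would carry the common effect into the difference. Whether the high draws are of this kind was not tested. The draws of these 2 tests were corrected after a first result had been seen, which for both left the verdict as it was.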

How the results depend on the processing

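The adipocyte covariate and the brightness covariate were chosen only after the result was seen, and so were the comparisons of PTL with GIT2KO nodes.

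Groups of 3 limit every count. Leaving out 1 sample gave 1276–2429 transcripts in thymus, 197–248 in ILN, 178–653 in MLN, 2374–4613 in spleen, 5173–6017 for PTL and GIT2KO thymus, and 5961–7027 for PTL and WT thymus. Counts moved by over 1.5 times without thymus GIT2KO 1 (1647) or 2 (1335) or WT 2 (1479) or 3 (1276), without spleen GIT2KO 2 (2382) or WT 3 (2374), without MLN GIT2KO 3 (178), WT 1 (193) or WT 2 (653), and without ILN GIT2KO 1, 2 or 3 (248, 242, 233) or WT 1, 2 or 3 (210, 229, 197). The cause was not tested. Without replicate 1, 2 or 3 the 3-way Venn held 18, 19 and 43 up, 92, 61 and 131 down and 42, 88 and 121 contra-regulated, the 4-way Venn 8, 12 and 21 up and 17, 40 and 32 down, and transcripts with an effect differing between tissues numbered 44, 431 and 395. Component 1 held 31.2–38% (PTL, ILN and MLN) and 61.1–66.4% (with thymus), highest without replicate 3. Thymus gene lists past the threshold numbered 7–16, with 13 without GIT2KO 3 and 16 without WT 2.

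Fitting only the compared groups gave 1302 transcripts in ILN, 99 in MLN and 1177 in spleen, and 13 up and 25 down in the 4-way Venn. The paper's thresholds gave 1341 in ILN, 1420 in MLN, 2449 and 2632 for PTL against GIT2KO and WT thymus, 46, 101 and 101 up, down and contra-regulated, and 46 up in the 4-way Venn. The test of the methods section, unadjusted, gave 4405 in thymus, 2960 in ILN, 1708 in MLN, 168, 420 and 352 in the 3-way and 44 up in the 4-way Venn. Adjusted by Benjamini-Hochberg it gave 521, 30, 14 and 35 in thymus, ILN, MLN and spleen, 3681 and 3875 for PTL, 14, 35 and 24 in the 3-way Venn, and 0 up and 3 down in the 4-way Venn. Without a filter the 3-way Venn held 54 up. Z-transformed log10 values and the deposited matrix both gave 41 down in the 4-way Venn and 5 gene lists in MLN. Unit variance gave 28.2% and 39.1% for component 1 and a PTL position of 0.0673.

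With the adipocyte covariate 334 thymus transcripts passed, the 3-way Venn held 19 up, 67 down and 27 contra-regulated, the 4-way Venn 16 up and 35 down, and 4 thymus lists passed. Its B cell markers turned to 0.04, respiratory genes in ILN to 0.01, Myl1 in thymus to −0.94 and Hba-a1 in PTL against WT thymus to −0.17. With an estimated correlation camera passed 0, 1, 1, 0, 3 and 3 lists (thymus, ILN, MLN, spleen, PTL against GIT2KO and WT thymus), and fry passed 4 in ILN, 2 in MLN, and 26 and 29 for PTL.

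A replicate block left 2580, 329, 344, 4007, 4535 and 7211 transcripts in the same order. No slides are named in the labels, so a slide block was not possible and not run. Signals near background cannot show a fall, and bead arrays count no splice forms: with about 50% of probes detected, absence of a gene here means below detection.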

Differences from the paper's values

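All comparisons with the paper's numbers were set before the data were examined, and none was chosen only after the result was seen. Counts here use an adjusted p under 0.05, while the paper uses a p under 0.05, for which it states no adjustment, and a Z ratio of at least 1.5 in size, so the thresholds differ throughout. A count differs by the set margin when the larger value is over 1.5 times the smaller. An alternative closes a difference when its count lies within that margin.

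For GIT2KO against WT thymus the paper's 777 transcripts (331 up, 446 down) stand against 2615 (1349 up, 1266 down). The test of the methods section with adjustment closes the total and the rises, with 521 and 270, and leaving out thymus GIT2KO replicate 2 (626) or WT replicate 3 (617) closes the falls. All other alternatives set beforehand leave a difference, and the paper's stated thresholds among them, with the p taken as unadjusted, give 2421, so which test gave the paper's list stays open.

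For PTL against GIT2KO thymus the paper's 861 (602 up, 259 down) stand against 6144 (2906 up, 3238 down), and against WT thymus the paper's 957 (584 up, 373 down) stand against 7101 (3430 up, 3671 down). No alternative set beforehand closes either.

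In the 3-way Venn the paper's 22 up, 30 contra-regulated and 26 down stand against 82, 224 and 264. Leaving out replicate 1 (18) or 2 (19) closes the rises, the adjusted test of the methods section (24) or leaving out replicate 1 (42) closes the contra-regulated, and the same test (35) closes the falls. Others set beforehand leave a difference, and the adipocyte covariate, added later, gives 19 up, 27 contra-regulated and 67 down.

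In the 4-way Venn the paper's 13 up and 27 down stand against 25 and 63. The rises are closed without a filter (19), by fitting only the groups compared (13) or without replicate 2 (12), and the falls by fitting only the groups compared (25) or without replicate 2 (40) or 3 (32). The remaining alternatives set beforehand do not close them, and the adipocyte covariate gives 16 and 35.

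In ILN the paper's 244 up stand against 127, while totals and falls do not differ by the set margin. In MLN the paper's 187 up stand against 117, closed by z-transformed log10 values (145), by the first array only (131) or without WT replicate 3 (162). In spleen the paper's 872 (365 up, 507 down) stand against 3790 (1948 up, 1842 down), and fitting only the groups compared closes the total (1177) and the falls (552) but not the rises.

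The share of component 1, about 31% and about 61% in the paper's figure read by eye, matches 31.9% and 61.8% here.

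In gene or direction there are 3 kinds of disagreement. Some genes the paper calls changed did not pass here by the probe with the highest mean signal, though with the paper's sign: Emb and Tipin in thymus, Btla, Gtf2h1, Hp, Psg23 and Rnase4 in ILN and MLN, Tnfrsf4, Per2, Tsc22d3, Cnot7, Spsb3 and Gnptg in MLN, Ndufb10 in spleen, and between the thymi Tgfbi, Prcp, Ccnd1, Prg2, Gadd45g, Pecam1, Fxyd5, Ehd1, Hsp90b1, Irf1 and Hmgb2. Of these, a further probe passed with the paper's sign for Spsb3 in MLN (−0.86, adjusted p = 0.032) and Tsc22d3 in MLN (−1.17, adjusted p = 0.0396), and between the thymi for Pecam1 (−0.98, adjusted p = 0.00351) and 1 of the other 4 probes of Irf1 (−0.49, adjusted p = 0.00756). Tnrc6a passed by that probe in thymus and by a further probe in spleen (−0.68, adjusted p = 0.000397). The probes of Vars disagree: that probe passed in no tissue, another was lower in thymus (−0.7, adjusted p = 0.0424) and spleen (−1.06, adjusted p = 0.00224), and the remaining probe was higher in spleen (1, adjusted p = 0.0227). Further, the paper describes Hmgb2 and Chmp1b as activated in PTL, while both were lower in PTL than in either thymus, by 1.99 and 1.68 against GIT2KO thymus. Last, for the principal components the paper's text gives PTL and ILN component 2 in common and PTL and GIT2KO thymus component 1, its legend says the reverse, and here component 1 brings PTL near ILN and component 2 near GIT2KO thymus, as in the legend.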

Other observations

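The lists of cell type markers were set before the expression values were compared, and the comparison of PTL with GIT2KO nodes and the value of Emb in every sample were looked at only after the result was seen.

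Single brown fat genes, of which no list was tested, and plasma cell markers as a list at the preset correlation were higher in parathymic lobes than in the lymph nodes of the same genotype, the fat signal in 2 of the 3 lobes. Adipocyte means were 10.96 and 9.85 in PTL 1 and 2, and in PTL 3 the mean was at the level of the nodes. Fabp3, a fatty acid carrier of muscle and brown fat, was higher in PTL than in GIT2KO ILN and MLN by log2 differences of 5.74 and 5.84, Cox7a1 by 5.38 and 5.13, Cidea by 4.49 and 3.95, and the respiratory subunit Cox8b by 4.28 and 3.99. Plasma cell markers were higher by medians of 1.18 and 0.69 (6 and 3 of 10 rose, camera adjusted p = 1.16e-12 and 0.00106, and adjusted p = 0.0962 and 0.485 with an estimated correlation). Oxidative phosphorylation genes were higher by 0.47 and 0.27 (16 and 10 of 67 rose), and adipocyte markers by 1.27 and 0.73 (5 and 5 of 17 rose, adjusted p = 3.02e-09 and 0.000104), with adjusted p = 0.34 and 0.548 with an estimated correlation for the markers. Single homeobox genes were lower in the lobes: Hoxc6 by 3.2 and 2.59 and Hoxc9 by 2.76 against ILN, and Nkx2-3, a homeobox factor of gut and spleen vessels, by 3.89 against MLN. Mast cell proteases parted the nodes, with Mcpt4 lower in PTL by 3.09 against ILN and higher by 3.23 against MLN. Of the double-positive thymocyte markers 1 rose against ILN and 1 fell against MLN.

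In the GIT2KO spleen, neutrophil and red cell precursors' messages and cell division genes rose while T cell messages fell. Ngp, a neutrophil granule protein, rose by 4.02, the neutrophil proteases Prtn3 and Elane by 3.33 and 3.32, and Lcn2, which binds iron carriers of bacteria, by 3.17 (list camera adjusted p = 1.52e-06, and adjusted p = 0.379 with an estimated correlation). Of 11 erythroid markers 8 rose (adjusted p = 2.41e-05, and adjusted p = 0.379 with an estimated correlation), and of 21 proliferation genes 10 rose (12 over the list alone) by a median of 0.84 (adjusted p = 2.02e-05, and adjusted p = 0.572 with an estimated correlation). Macrophage markers rose by a median of 0.47 (6 of 16, adjusted p = 0.0497, and adjusted p = 0.665 with an estimated correlation).

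Emb was undetected in every tissue of GIT2KO1 and GIT2KO4 (4.57–4.68, log2) and detected in every tissue of GIT2KO2, GIT2KO3 and the WT mice (9.2–11.05), so its value follows the animal and not the genotype or tissue. Saraf, which closes store-operated calcium channels, has 1 probe higher and 1 lower in all 4 tissues.

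In GIT2KO ILN, interferon response genes were higher by a median of 0.33 (2 of 22 rose, 3 over the list alone, adjusted p = 0.000547, and adjusted p = 0.559 with an estimated correlation) and B cell markers by 0.39 (adjusted p = 0.000638, and adjusted p = 0.559 with an estimated correlation). In MLN, plasma cell markers were higher by 0.52 (adjusted p = 0.00467, and adjusted p = 0.777 with an estimated correlation).

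In GIT2KO thymus, the hemoglobin gene Hba-a1 was higher by 2.96 and the heme enzyme Alas2 by 2.65, and Myl1, a muscle myosin light chain, by 2.07. Of 3 apoptosis genes 0 passed by the probe with the highest mean signal (median 0.16). Other probes of Bcl2l1, the gene of Bcl-xL, passed upward at 0.64 and 0.96. The paper reports lower Bcl-xL by RT-PCR of thymocytes, normalized to GAPDH, while the arrays measured RNA of the thymus, so the material differs. Of 31 senescence genes 2 rose and of 18 chaperone genes 1 fell.

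In PTL against GIT2KO thymus, Tbata, a gene of thymic epithelium and testis, was at least 265-fold lower, Arpp21 of developing thymocytes at least 127-fold, and parathyroid hormone Pth at least 7.15-fold. Dendritic cell markers rose by a median of 1.53 (6 of 10, adjusted p = 0.000867, and adjusted p = 0.16 with an estimated correlation) and macrophage markers by 0.94 (10 of 16, adjusted p = 0.000125, and adjusted p = 0.251 with an estimated correlation). Against WT thymus, medullary epithelium markers had 4 up and 6 down of 11 (median −1.41, adjusted p = 0.0373, and adjusted p = 0.365 with an estimated correlation).

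Over all samples, components 1 to 3 held 37.9%, 20% and 12.6% of the variance. Component 3 parted the genotypes in 3 tissues, and in 3 after regression on brightness, and its loadings correlate at 0.0396 with the difference between a bright and a dim array of the same sample.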
